# Advanced genomics identifies growth effectors for proteotoxic ER stress recovery in *Arabidopsis thaliana*

**DOI:** 10.1038/s42003-021-02964-8

**Published:** 2022-01-11

**Authors:** Dae Kwan Ko, Federica Brandizzi

**Keywords:** Plant stress responses, Endoplasmic reticulum, Gene regulatory networks

## Abstract

Adverse environmental and pathophysiological situations can overwhelm the biosynthetic capacity of the endoplasmic reticulum (ER), igniting a potentially lethal condition known as ER stress. ER stress hampers growth and triggers a conserved cytoprotective signaling cascade, the unfolded protein response (UPR) for ER homeostasis. As ER stress subsides, growth is resumed. Despite the pivotal role of the UPR in growth restoration, the underlying mechanisms for growth resumption are yet unknown. To discover these, we undertook a genomics approach in the model plant species *Arabidopsis thaliana* and mined the gene reprogramming roles of the UPR modulators, basic leucine zipper28 (bZIP28) and bZIP60, in ER stress resolution. Through a network modeling and experimental validation, we identified key genes downstream of the UPR bZIP-transcription factors (bZIP-TFs), and demonstrated their functional roles. Our analyses have set up a critical pipeline for functional gene discovery in ER stress resolution with broad applicability across multicellular eukaryotes.

## Abstract (web summary)

Ko and Brandizzi use *Arabidopsis thaliana* to investigate the downstream regulators of two major endoplasmic reticulum (ER) stress-related transcription factors, bZIP60 and bZIP28. Their results provide further insight on how two modulators of the unfolded protein response contribute to growth recovery from ER stress.

## Introduction

Specialized ER membrane-associated sensors perceive ER stress and control growth in physiological conditions and ER stress-causing conditions. The ribonuclease and kinase inositol requiring enzyme 1 (IRE1) is the most conserved ER stress sensor^1,2^. IRE1 splices the mRNA of a bZIP-transcription factor (TF) (*Xbp1* in mammals^3–5^, *bZIP60* in plants^6^, and *Hac1* in yeast^7^). The spliced bZIP-TF mRNA is then translated into an active TF that modulates the expression of UPR genes in the nucleus^8–10^. In yeast, the UPR depends solely on Ire1p; however, in metazoans and plants, the UPR has expanded to additional arms and components within each arm^11–14^, likely to suit the complexity of tissue development and growth of multicellular eukaryotes. The additional UPR arm conserved in metazoans and plants relies on ER membrane-tethered bZIP-TFs, namely the Activating Transcription Factor 6 (ATF6) in metazoans^15^ and bZIP28 in plants^1^. Upon stress, these bZIP-TFs are transported to the Golgi apparatus for proteolytic activation and release of the TF domain, which is then translocated into the nucleus to control UPR gene expression^16,17^. The UPR bZIP-TFs bind to promoters of UPR target genes via ER stress-responsive *cis*-regulatory elements (CREs), which are generally conserved^15,18–20^. The DNA binding of the UPR bZIP-TFs can also be modulated by other TFs and transcriptional regulators^21–23^, underscoring an elevated complexity in the regulation of UPR gene expression.

In the early phase of ER stress responses, the ER stress sensors activate the adaptive phase of the UPR, which involves the production of ER chaperones and foldases to restore the biosynthetic capacity of the ER^2,24^. During ER stress, growth is reduced^25–27^, but, as ER stress is mitigated, growth is resumed^28–30^. Successful restoration of growth during ER stress recovery requires an intact UPR. Indeed, during ER stress recovery, the loss of either bZIP28 or bZIP60 partially hampers organ growth, specifically the root^30–32^. Noticeably, either bZIP28 or bZIP60 is not essential for seedling growth in physiological conditions nor in persistent ER stress conditions^23,30–32^. Therefore, these UPR bZIP-TFs are individually necessary for growth during ER stress recovery. Although genetic evidence poses that the growth mechanisms controlled by bZIP28 and bZIP60 in ER stress recovery are partially overlapping^30^, their identity is yet completely unknown. The identification of the effectors that control growth in dependence of the UPR bZIP-TFs would contribute to the understanding of the interplay of stress responses and the growth of multicellular organisms at a mechanistic level. In this work, we addressed this knowledge gap and focused on identifying and characterizing the downstream effectors of the UPR bZIP-TFs in organ growth during ER stress recovery through innovative integration of large-scale time-series RNA sequencing (RNA-seq), chromatin immunoprecipitation sequencing (ChIP-seq), and cistrome analyses into gene regulatory network modeling in the model plant species *Arabidopsis thaliana* (hereafter Arabidopsis).

## Results

### bZIP28 and bZIP60 are required for root growth during recovery from ER stress

As a first step to determine growth effectors in ER stress resolution, we sought to set up experimental conditions of recovery from ER stress caused by tunicamycin (Tm), a widely used ER stress-inducing agent, which is highly effective in plant cells^33^. We used DMSO (Tm-solvent) as mock control. We exposed Arabidopsis Col-0 seedlings to Tm for 6 h and then either transferred them to growth media containing no Tm for ER stress recovery or continuously exposed them to Tm to elicit adaptive ER stress responses (Fig. 1a). Using a high-resolution LC/MS/MS on our samples, we verified a significant decrease of Tm levels during the ER stress recovery time-course (75.4% decrease at 24 h of recovery compared to 0 h) and increased levels of Tm in adaptive ER stress conditions (Fig. 1b). In the progression of ER stress recovery, the levels of induction of spliced *bZIP60* (*sbZIP60*) transcripts, a well-established biomarker for UPR activation^10,25^, were substantially attenuated (Fig. 1c). Conversely in adaptive ER stress conditions, the *sbZIP60* levels were only mildly reduced at 12 and 24 h compared to the 6 h of Tm treatment. These results indicate that we successfully set up the experimental conditions for a time-course of ER stress recovery in which the UPR is significantly attenuated. Based on these experimental premises, we quantitatively followed the growth of Col-0 and single and double loss-of-function mutants of the UPR bZIP-TFs (i.e., *bzip28-2*^16^, *bzip60-2*^10^, and *bzip28-2 bzip60-1*^34^) in an extended time-course of ER stress recovery (Fig. 1d, e and Supplementary Fig. 1a, b). While *bzip28-2 bzip60-1* did not show growth recovery, consistent with previous findings^21,30^, *bzip28-2* and *bzip60-2* reestablished growth: the total biomass of *bzip60-2* was 72% compared to Col-0, and was significantly higher than that of *bzip28-2* and *bzip28-2 bzip60-1*. We observed a significantly higher relative growth rate (Tm/DMSO) of the primary root of *bzip60-2* compared to *bzip28-2*, yet lower compared to Col-0. In physiological conditions, these mutants did not show significant differences in root growth, while *IRE1* loss-of-function mutations showed significant root growth defects (Supplementary Fig. 1c, d), as reported earlier^26,34^. These results support the notion that bZIP28 and bZIP60 are primarily required for the actuation of partially overlapping genetic pathways for root growth in ER stress recovery conditions^30–32^.

**Fig. 1:**
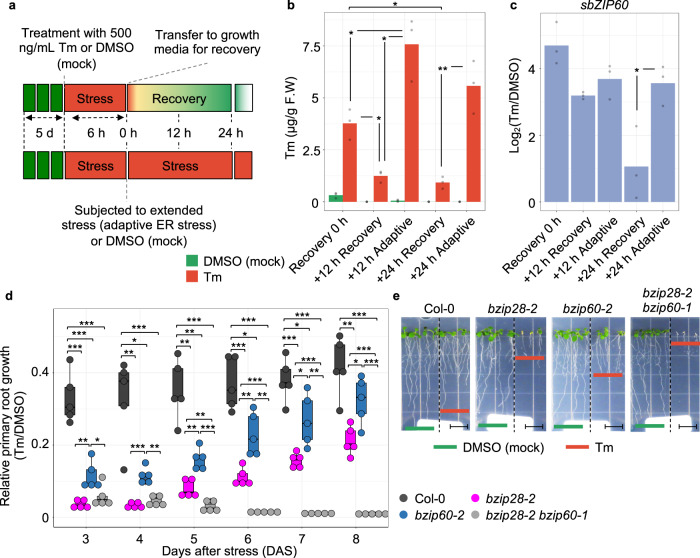
Characterization of Arabidopsis responses to ER stress recovery. **a** Scheme of the experimental design for ER stress recovery assay. Seedlings were germinated in normal growth conditions for 5 days and then treated for 6 h with either Tm or DMSO (mock control). Following the drug treatment, seedlings were transferred to drug-free growth media to allow ER stress to subside and growth to restore. **b** Quantitative LC/MS/MS analysis of Tm contents in Col-0 whole seedlings subjected to 6 h of Tm (or DMSO) treatment followed by ER stress recovery or extended ER stress (adaptive ER stress) as described in (**a**). *n* (number of biological replicates) = 3 (~50 seedlings per replicate). **c** Relative expression levels of *sbZIP60* (Log_2_[Tm/DMSO]) at each time-point under each condition. *n* = 3 (12 seedlings per replicate). **d** Relative growth rate of the primary root of Col-0, *bzip28-2*, *bzip60-2*, and *bzip28-2 bzip60-1* in ER stress recovery as described in (**a**). The relative growth rate of the primary root was monitored during ER stress recovery. *n* = 5 (6 seedlings per replicate). **e** Representative images of the primary root of Col-0, *bzip28-2*, *bzip60-2*, and *bzip28-2 bzip60-1* in ER stress recovery taken at 8 days in recovery from ER stress. Scale bar (black line) = 1.4 cm. *P < 0.05, **P < 0.01, ***P < 0.001 (two-tailed Student’s *t*-test). The source data of **b**–**d** is provided in Supplementary Data 6.

### bZIP28 and bZIP60 initiate broad gene reprogramming in ER stress recovery

We next aimed to identify the downstream effectors of bZIP28 and bZIP60 in growth restoration during ER stress resolution using a genomics approach. We reasoned that the initial phase of ER stress recovery would be critical to actuate transcriptional regulations by bZIP28 and bZIP60 to restore organ growth. Therefore, we performed RNA-seq analyses in Col-0, *bzip28-2*, and *bzip60-2* collected at 0, 12, and 24 h of ER stress recovery, using the corresponding DMSO-treated samples as additional controls in each genotype at each time-point (Supplementary Data 1). 

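Seedlings of Col-0, *bzip28-2* and *bzip60-2* were held on tunicamycin (Tm), which blocks protein N-glycosylation and so causes ER stress, or on the solvent DMSO as mock treatment for 6 h, and then moved to medium without Tm for recovery. Whole seedlings were collected in 18 groups of 3 replicates, 1 group for each genotype, treatment and time-point, which gave 54 libraries. The authors aligned single-end reads of stranded mRNA libraries to the TAIR10 genome and deposited for each library the FPKM values (fragments per kilobase of transcript, scaled to the mapped reads) that Cufflinks computed for 34133 gene identifiers. Read counts were not used here, so the depth of each library is known only in relative terms. Genes with few reads take FPKM values that are whole multiples of 1 step, and 78.2% of 28716 such values lay within 0.1 of a whole multiple, against 20% for evenly spread values. From the size of that step, the depth of the libraries relative to their median ran from 0.823 to 1.26, and the group medians from 0.898 to 1.19. Tests were made with limma on log2(FPKM + 1) for the 21864 genes with an FPKM over 1 in at least 1 library. The transcripts of the mutated genes were looked at first. *bZIP28* (AT3G10800, chromosome 3, 3379168–3381621 in TAIR10) had 24.7 ± 1.54 FPKM (SD, n = 3) in DMSO-treated *bzip28-2* at 0 h and 11.1 ± 1.2 FPKM (SD, n = 3) in Col-0, and its log2 fold change (Tm/DMSO) at 12 h was 0.13 (standard error 0.09) in *bzip28-2* against 1.26 (standard error 0.05) in Col-0. *bZIP60* (AT1G42990, chromosome 1, 16135723–16137463) had 34.2 ± 3.33 FPKM (SD, n = 3) in DMSO-treated *bzip60-2* and 35.3 ± 5.12 FPKM (SD, n = 3) in Col-0 at 0 h, and after Tm 110 ± 12.8 and 210 ± 5.39 FPKM (SD, n = 3 each). Neither transcript is absent in its mutant. Reads were not placed relative to the insertions here, and the genotype names used are those of the labels.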

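For each gene listed, log2(FPKM + 1) was compared between all pairs of the 54 libraries with Pearson's r across the genes that passed the expression filter. Genes are not independent replicates, so r describes how alike 2 libraries are and carries no p. Within the groups of 3 replicates the median r was 0.982 and the lowest 0.965, the latter between replicates 2 and 3 of Tm-treated *bzip28-2* at 24 h. Between groups the median was 0.934 and the lowest 0.849. Taking all genes listed, which adds genes at 0 FPKM in every library, moved these values most, to a median of 0.991 within groups.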

From a highly reproducible dataset (Supplementary Fig. 2a, b), we identified differentially expressed genes (DEGs) in each genotype at each time-point (Fig. 2a and Supplementary Data 2). The number of DEGs was relatively low at 0 h (576, Col-0; 629, *bzip28-2*; 552, *bzip60-2*) but substantially increased at 12 h, and was significantly higher in both *bzip28-2* (4076; *P* = 1.3 × 10^−10^) and *bzip60-2* (4254; *P* = 3.2 × 10^−10^) compared to Col-0 (2484). 

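For each genotype and time-point, DEGs were called here with limma between the 3 Tm- and the 3 DMSO-treated libraries, at an adjusted p under 0.01 and an absolute log2 fold change over 1. In Col-0, 208 DEGs were called at 0 h, of which 137 were higher after Tm, and 1960 at 12 h, of which 1570 were higher. *bzip28-2* had 332 DEGs at 0 h and 3151 at 12 h, and *bzip60-2* had 186 and 3107. The ratio to the number in Col-0 at 12 h was 1.61 for *bzip28-2* (two-sided Fisher's exact test over genes, p = 9.28e-71) and 1.59 for *bzip60-2* (p = 3.29e-66), tests in which genes count as independent although they are not. At 0 h the ratio was 1.60 for *bzip28-2* (Fisher's exact test, p = 8.87e-08) and 0.894 for *bzip60-2* (p = 0.288). A single fit over all 54 libraries gave 382 DEGs in Col-0 at 0 h. An adjusted p under 0.05 in place of 0.01 gave 352 there, and it put the ratio of *bzip60-2* at 0 h at 1.02 (Fisher's exact test, p = 0.85). At 0 h the counts also rest on single libraries, and without 1 of the 6 libraries compared they ran from 38 to 152 in Col-0, from 67 to 170 in *bzip28-2* and from 25 to 77 in *bzip60-2*. With FPKM scaled between libraries by the median ratio, the share of DEGs in Col-0 at 12 h that were higher fell from 80.1% to 64.8%. In each comparison, the other 9 ways to divide its 6 libraries into groups of 3 gave between 0 and 3 genes, so that the true grouping gave the most of the 10, a share of 0.1 that 3 libraries against 3 cannot go below. Each of the 9 mixes Tm- and DMSO-treated libraries, so a true effect widens their spread and lowers their counts.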

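At 24 h, 2321 DEGs were called in Col-0 with limma, 1616 higher and 705 lower after Tm. *bzip28-2* had 1252 DEGs at this time-point (859 higher and 393 lower) and *bzip60-2* 1385 (1172 higher and 213 lower). The ratio to Col-0 was 0.539 for *bzip28-2* (Fisher's exact test, p = 1.17e-78) and 0.597 for *bzip60-2* (p = 1.48e-58). The count in *bzip28-2* rested on single libraries, and without 1 of the 6 it ran from 99 (without replicate 1 of the Tm-treated seedlings) to 2219 (without replicate 2 of them). Without any p, 2722 genes passed an absolute log2 fold change of 1 in *bzip28-2* and 2647 in Col-0, and the median SD of a gene within groups was 0.194 and 0.163 in log2 units. At an adjusted p under 0.05 the same group gave 2385 DEGs and a ratio of 0.954 (Fisher's exact test, p = 0.0835), while *bzip60-2* stayed at 0.704 (p = 8.52e-33). The median log2 fold change over all genes tested was 0.106 in *bzip28-2* at 24 h, and 0 after scaling by the median ratio. For *bzip60-2* at 24 h, leaving out 1 library gave between 444 and 1789 DEGs, the lowest without replicate 2 of the Tm-treated seedlings.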

Although the number of DEGs (2930) in Col-0 increased at 24 h compared to 12 h, it decreased in *bzip28-2* (3162) and in *bzip60-2* (2316) at 24 h to significantly different levels compared to Col-0 (*bzip28-2*, *P* = 6.7 × 10^−15^; *bzip60-2*, *P* = 6.6 × 10^−15^). About 20% of the DEGs were common to the *bzip28-2* and *bzip60-2* backgrounds and 6–7% were unique to each background (Supplementary Fig. 2c).

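Over the 3 time-points, 5012 genes were DEGs in at least 1 genotype by the limma calls, 3177 of them in Col-0, 3549 in *bzip28-2* and 3557 in *bzip60-2*. All 3 genotypes shared 1942 genes (38.7%). Both mutants without Col-0 shared 734 genes (14.6%). Another 489 genes (9.76%) were called only in *bzip28-2*, 612 (12.2%) only in *bzip60-2* and 582 (11.6%) only in Col-0. Col-0 shared 384 genes (7.66%) with *bzip28-2* alone and 269 (5.37%) with *bzip60-2* alone.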

**Fig. 2:**
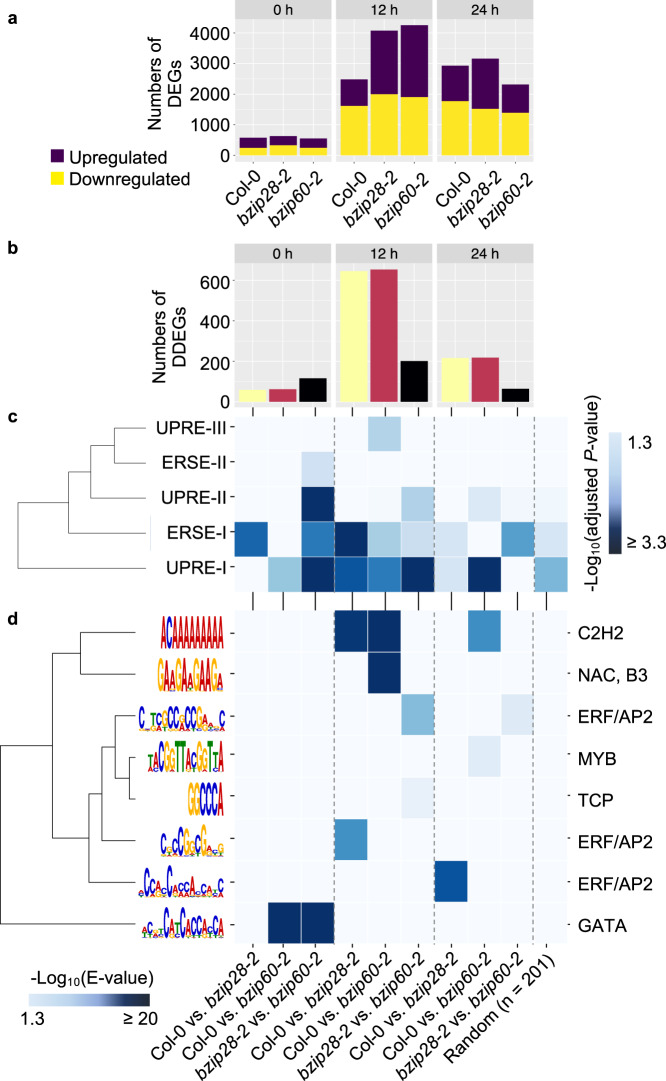
Temporal differential gene regulation in a genotype-dependent manner and cistrome profiling in ER stress recovery. **a** Numbers of DEGs in each genotype at each time-point (|Log2FC| > 1, Adjusted *P* > 0.05). Statistical differences of the number change between each mutant and Col-0 were calculated by Fisher’s exact test and indicated in the main text. **b** Numbers of DDEGs at each time-point. **c**, **d** Temporal dynamic enrichments of CREs on 1-kb promoters of DDEGs. The upper heatmap (**c**) shows enrichments of the canonical ER stress-responsive CREs on the promoters of DDEGs. ERSE-I, CCAAT-N_10_-CACG. ERSE-II, ATTGG-N_2_-CACG. UPRE-I, TGACGT-GG/A, UPRE-II, GATGACGCGTAC. UPRE-III, TCATCG. The lower heatmap (**d**) shows enrichments of de novo motifs on the promoters of DDEGs. The motifs are displayed on the left of each row. The best match to a transcription factor family for each motif is displayed to the right of each row. The median number of DDEGs across all pairwise comparisons is 201, and we randomly selected 201 DEGs and included the analysis as a control set. This analysis revealed multiple TF motifs significantly enriched. The source data is provided in Supplementary Data 6.

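*BiP3*, *ERdj3B* and *BI1* were compared between genotypes by their log2 fold change (Tm/DMSO). *BiP3* (AT1G09080, an ER chaperone gene on chromosome 1, 2929217–2931850 in TAIR10) rose in Col-0 by 7.72, 7.59 and 7.68 at 0, 12 and 24 h, in *bzip28-2* by 8.27, 7.19 and 5.87, and in *bzip60-2* by 7.23, 8.86 and 7.57. Its largest difference from Col-0, −1.81 (standard error 0.84) in *bzip28-2* at 24 h, had an adjusted p = 0.29 from limma. That difference rests on a group in which the 3 replicates spread from 4.30 to 6.75, against 7.43 to 8.04 in Col-0, and it was −1.02 without replicate 2 of *bzip28-2*. In *bzip60-2* at 12 h the difference was 1.27 (standard error 0.71, adjusted p = 0.188 from limma over the DEGs), where the adjusted p ran from 0.000351 to 0.482 over all settings, so that its call depends on the setting. *BI1* (AT5G47120, Bax inhibitor-1, chromosome 5, 19135952–19138025) rose by 2.96 in Col-0 and by 3.59 in *bzip28-2* at 12 h, a difference of 0.63 (standard error 0.18, adjusted p = 0.0361 from limma over the DEGs). With a pseudocount of 0.1 in place of 1, this adjusted p was 0.0653, and over all other settings tried it ran from 0.0179 to 0.109, above 0.05 without any 1 of the 6 replicates. The 3 replicates of each genotype did not overlap for *BI1* at 12 h (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The other differences of *BI1* from Col-0 ran from −0.76 in *bzip60-2* at 0 h to 0.45 in *bzip60-2* at 12 h, with adjusted p = 0.352 and 0.131 from limma.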

We observed that some of the UPR biomarker genes were regulated in a genotype-dependent manner (Supplementary Fig. 2d–f). For example, while substantially induced in all genotypes, the expression induction of *ER-resident J protein 3B* (*ERdj3B*) was significantly attenuated in *bzip28-2*. Therefore, we next performed genome-scale pairwise comparisons (two-tailed Student’s *t*-test, *P* < 0.01) of expression Log_2_FC (Tm/DMSO) of each DEG (a total of 6670 genes) at each time-point across the genotypes (Col-0 vs. *bzip28-2*, Col-0 vs. *bzip60-2*, and *bzip28-2* vs. *bzip60-2*) (Supplementary Data 2). 

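*ERdj3B* (AT3G62600) lies on chromosome 3 from 23150779 to 23153649 in TAIR10. At 12 h it had 541 ± 41 FPKM in Tm-treated Col-0, 236 ± 27.2 in *bzip28-2* and 669 ± 34.8 in *bzip60-2* (SD, n = 3 each), and in DMSO-treated seedlings 43.5 ± 1.91, 49.4 ± 2.97 and 54.6 ± 1.45 FPKM (SD, n = 3 each). Its log2 fold change was 2.66, 3.60 and 2.66 in Col-0 at 0, 12 and 24 h, and 1.51, 2.23 and 1.36 in *bzip28-2*. The induction in *bzip28-2* passed the DEG criteria at 0 h (adjusted p = 0.00158 from limma) and 12 h (adjusted p = 6.28e-05) but not at 24 h (adjusted p = 0.0141). Its difference from Col-0 was −1.15 (standard error 0.15, adjusted p = 0.168 from limma over the DEGs) at 0 h, −1.38 (standard error 0.17, adjusted p = 0.00314) at 12 h and −1.31 (standard error 0.38, adjusted p = 0.0919) at 24 h. At all 3 time-points each replicate of *bzip28-2* lay below each of Col-0 in log2 fold change (two-sided exact permutation test, p = 0.1 each). With the Tm and DMSO libraries left unpaired, which leaves more degrees of freedom, limma gave adjusted p = 0.0122 at 0 h and 0.0207 at 24 h. These were the lowest over the settings tried, which reached 0.471 and 0.313. In *bzip60-2* the difference was −0.31, −0.01 and −0.19, and the sign at 12 h turned to 0.10 with scaled FPKM.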

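The genome-scale comparison was made here on the 5012 genes that were DEGs in any genotype and time-point. For each gene, the log2 fold change of each replicate was the Tm value minus the DMSO value of the same replicate number. The fit with limma compared these 3 values between genotypes, without a further term for the replicate number. In the paper's recovery assay, Tm- and DMSO-treated seedlings on both sides of a plate formed a replicate. It does not state whether the replicate numbers of the libraries follow these plates. A gene was counted as a DDEG at p < 0.01 without adjustment, the threshold of the paper. With no true difference at all, 50.1 of the 5012 genes would pass it at each time-point by chance.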

Overall, we identified 875 and 904 DEGs regulated in a bZIP28- and the bZIP60-dependent manner in at least one time-point, respectively (Fig. 2b). In addition, 362 DEGs were significantly different between *bzip28-2* and *bzip60-2*. 

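By the limma comparison, 1583 genes were bZIP28-dependent and 1820 bZIP60-dependent in at least 1 time-point. The difference between genotypes can come from the Tm-treated or from the mock-treated seedlings. Among the bZIP28-dependent genes at 12 h, the larger difference from Col-0 lay in the DMSO-treated libraries for 4.57% of genes, and among the bZIP60-dependent genes for 25.1%. At 0 h these shares were 19.3% and 41.5%.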

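Between *bzip28-2* and *bzip60-2*, 704 genes differed in log2 fold change in at least 1 time-point, 173 at 0 h, 479 at 12 h and 117 at 24 h. At 0 h, 131 of the 173 had a lower log2 fold change in *bzip60-2*. At 24 h, where 50.1 genes would pass the unadjusted threshold by chance, 1 of the other 9 ways to regroup the same libraries gave 727 genes and the median of the 9 was 13, so that 10 groupings do not decide on the 117. At an adjusted p under 0.05 by limma 4 genes differed there.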

Hereafter, we called these genotype-dependently regulated DEGs as differentially-differentially expressed genes (DDEGs). Intriguingly, the number of DDEGs was relatively small at 0 h (50, bZIP28-dependent; 52, bZIP60-dependent), but, for bZIP28 and bZIP60 respectively, it increased to 645 and 653 at 12 h and declined to 216 and 218 at 24 h. Thus, the responses of genes to the lack of functional bZIP28 or bZIP60 followed a temporal and partially non-overlapping profile during ER stress recovery.

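At 0 h, 119 genes differed in log2 fold change between *bzip28-2* and Col-0 and 106 between *bzip60-2* and Col-0, by the unadjusted p of limma. After adjustment over the 5012 genes at 0.05, 1 and 11 of them had an adjusted p under that value. At 12 h, 1269 bZIP28-dependent and 1393 bZIP60-dependent DDEGs were counted, and 1462 and 1635 genes had an adjusted p under 0.05 from limma. At 24 h there were 447 and 496, with 168 and 159 after adjustment. Testing all 21864 genes in place of the DEGs moved the count for *bzip28-2* at 0 h most among the other settings, to 305. At the same threshold 218.6 of all genes would pass by chance. At 12 h, 756 of the bZIP28-dependent DDEGs had a lower log2 fold change than in Col-0 and 513 a higher one. For bZIP60 these were 925 and 468. Among the 10 ways to regroup the 6 fold changes of a comparison, the true one gave the most DDEGs at 12 and 24 h, where the next largest counts for *bzip28-2* were 30 and 68 and for *bzip60-2* 21 and 207. The other groupings mix both genotypes, so true differences lower their counts, which are no estimate of chance. At 0 h another grouping gave more, 314 for *bzip28-2* and 142 for *bzip60-2*. Without 1 replicate the bZIP28-dependent count ran from 60 to 251 at 0 h, from 764 to 1114 at 12 h and from 205 to 613 at 24 h, where the highest is the one without replicate 2 of *bzip28-2*. For bZIP60 it ran from 60 to 125, from 742 to 1563 and from 249 to 818, the last without replicate 1 of *bzip60-2*.

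**Figure D1:**
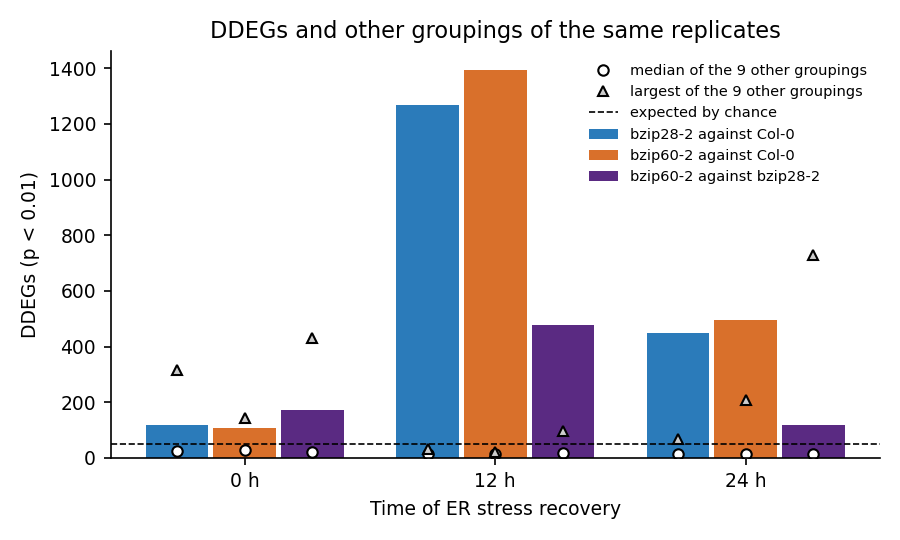
Number of DDEGs (y axis) by hours of recovery (x axis) for the comparisons of *bzip28-2* with Col-0, *bzip60-2* with Col-0 and *bzip60-2* with *bzip28-2*, with the median and largest count of the 9 other groupings as circles and triangles and the count expected by chance as a dashed line. For all 3 comparisons the number is highest at 12 h (1269, 1393 and 479). The other groupings mix both genotypes, so true differences lower their counts.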

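At 12 h, 679 genes were DDEGs in both comparisons with Col-0, which is 53.5% of the 1269 bZIP28-dependent ones, where 353 would be shared by independent lists. Of the shared genes, 98.8% changed in the same direction. Both comparisons use the same Col-0 libraries, so some sharing arises without any effect. In 100 simulations of unchanged genes against a common control, a median of 6 genes was shared (13.4% of the smaller list). Of these, 100% had the same direction, so a shared control alone can give such a share. The simulation holds no effect of either mutant, so it cannot tell what share independent effects would give. Whether the 98.8% reflects a common effect is thus left open. Across all 5012 genes, r between the differences of both mutants was 0.695 at 12 h, where the simulation with the shared control gave 0.505, and genes are not independent replicates. At 0 h, 24 genes were shared (41.7% in the same direction, r = 0.269, against 6 genes and 0.497 in the simulation). At 24 h, 136 were shared (99.3% in the same direction, r = 0.638, against 6 genes and 0.498). At 12 h, 590 DDEGs were counted for bZIP28 alone and 714 for bZIP60 alone. From its own counts over time, the paper concludes that the responses to a lack of functional bZIP28 or bZIP60 were temporal and overlapped only in part.

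**Figure D2:**
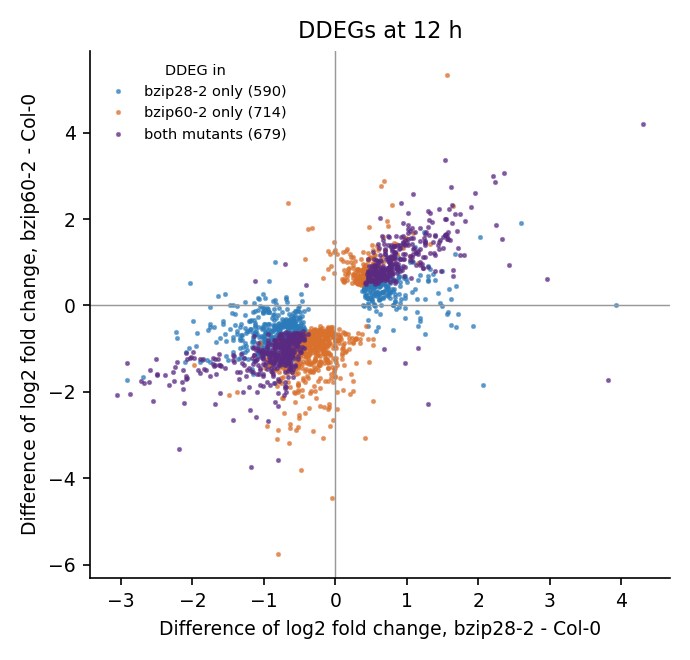
Difference in log2 fold change (Tm/DMSO) from Col-0 at 12 h in *bzip28-2* (x axis) and in *bzip60-2* (y axis), 1 point per DDEG of at least 1 of these comparisons, coloured by the comparison. The 679 genes counted in both lie almost all in the lower left and upper right, where both mutants differ from Col-0 in the same direction. Unchanged genes simulated against a common control did so too. That simulation holds no effect of either mutant, so it does not decide whether the effect is common.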

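The promoters of the DEGs, 1000 bp upstream of the annotated start site in TAIR10, were searched on both strands for the 5 elements with up to 1 mismatch (none for UPRE-I), for 4995 of the 5012 genes. ERSE-I (CCAATNNNNNNNNNNCACG) was found in 28.6% of the bZIP28-dependent DDEGs at 0 h (34 of 119), against 14.5% of the other DEGs (Fisher's exact test, odds ratio 2.35, Benjamini-Hochberg adjusted p = 0.00169 over 45 tests). For the bZIP60-dependent DDEGs at 0 h the share was 33.3% (Fisher's exact test, odds ratio 2.96, adjusted p = 4.62e-05), and for the genes that differed between both mutants 29.2% (odds ratio 2.47, adjusted p = 4.05e-05). At 12 and 24 h the share of ERSE-I in the DDEGs ran from 13.7% to 19.1%, and no difference from the other DEGs had an adjusted p under 0.05. UPRE-I (TGACGTGR) was found in 2.61% to 8.77% of the DDEG lists, and its lowest adjusted p was 0.837 (8.77% against 5.85%, Fisher's exact test). UPRE-III (TCATCG), a short element, was found with 1 mismatch in 99.8% to 100% of promoters and UPRE-II (GATGACGCGTAC) in 0% to 0.21%, so neither could differ between lists at this number of genes. With exact matches alone, 1 more test passed, in which ERSE-I was less frequent in the bZIP60-dependent DDEGs at 12 h (1.01% against 2.66%, Fisher's exact test, adjusted p = 0.00242).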

The observed gene responses were most likely controlled by activities of two canonical CREs, the ER stress-responsive element-I (ERSE-I)^15^ and unfolded protein response element-I (UPRE-I)^18^, as supported by the evidence that these CREs were predominantly enriched in the promoters of DDEGs compared to the other UPR CREs (i.e., ERSE-II^35^, UPRE-II^20^, and UPRE-III^12^) (Fig. 2c). Through *de novo* motif analyses, we also identified a variety of TF motifs temporally enriched in the gene promoters (Fig. 2d). For example, the binding motif (ACAAAAAAAA) of C2H2 Zinc Finger TF Indeterminate (ID)-Domain11 (IDD11) was highly enriched in promoters of both bZIP28- and bZIP60-dependently regulated genes (i.e., Col-0 vs. *bzip28-2*; Col-0 vs. *bzip60-2*) at 12 h, indicating that IDD11 could directly bind to promoters of these DDEGs. Also, the binding motif (5′-CCGGCG-3′) of an ERF/AP2 TF (AT3G58630) was exclusively enriched in promoters of bZIP28-dependently regulated genes while the binding motif (5′-GAAGAAGAAGA-3′) of NTM1-LIKE 8 (NTL8), a NAM, ATAF1/2, and CUC (NAC) TF, was enriched in the promoter of bZIP60-dependently regulated genes at 12 h. The enrichment of these CREs in the gene promoters at 12 h strongly suggests that the regulatory dynamics of bZIP28 and bZIP60 may be associated with activities of other TFs that could operate as coregulators or downstream of bZIP28 and/or bZIP60 by bindings to non-canonical UPR CREs.

To funnel the results obtained thus far towards the identification of genes involved in organ growth in dependence of bZIP28 and/or bZIP60 during ER stress recovery, we performed a weighted gene coexpression network analysis (WGCNA)^36^, which categorized the 6670 DEGs based on expression similarity across time-points and genotypes (Fig. 3a). This approach enabled us to identify 14 coexpression modules that were color-coded and ranged in size from 25 (light green) to 890 genes (turquoise). Then, to identify the biological functions of each coexpression module we performed Gene Ontology (GO) enrichment analysis and compared the GO categories enriched in each coexpression module (Fig. 3b and Supplementary Data 3). Each coexpression module exhibited strong enrichment of distinct GO categories associated with important biological processes such as metabolic pathways, hormone responses, and stress responses, pointing to an extensive level of the biological relevance of gene regulation in the UPR. Among them, the pink module (354 genes) showed a unique expression profile of the eigengene in each genotype (i.e., increased expression in Col-0 over time but variable expression in *bzip28-2* and *bzip60-2* at different levels), and importantly, it exhibited exclusive enrichment of root development-related pathways (Fig. 3b). 

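Modules were not detected anew here, and the full pink module was not used. The genes that the paper lists for its sub-networks pink-sub1 (242 genes) and pink-sub2 (43 genes) were taken instead, and the 43 genes are also among the 242. For each list an eigengene, the first principal component of the per-replicate log2 fold changes after scaling of each gene, was computed over 27 values, 3 per genotype and time-point. It holds 48.3% of the variance in pink-sub1, with 236 of the genes tested, and 67.9% in pink-sub2. In pink-sub1 the eigengene of Col-0 went from −0.035 ± 0.0644 at 0 h to 0.244 ± 0.0828 at 12 h and 0.232 ± 0.0743 at 24 h (SD, n = 3 each). In *bzip28-2* it was −0.061 ± 0.0842, −0.3 ± 0.0403 and −0.083 ± 0.0196, and in *bzip60-2* −0.023 ± 0.102, −0.153 ± 0.185 and 0.18 ± 0.151 (SD, n = 3 each). The 3 replicates of *bzip28-2* at 12 h thus stand apart from those of Col-0 by more than their spread, while those of *bzip60-2* spread more widely. In pink-sub2 the means fell over time from 0.115 to −0.195 in Col-0 and from 0.377 to −0.047 in *bzip28-2*, and *bzip60-2* was at −0.163, −0.018 and −0.188. From the profile of the eigengene and the pathways of the genes, the paper proposes the pink module as the one tied to root growth during recovery.

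**Figure D3:**
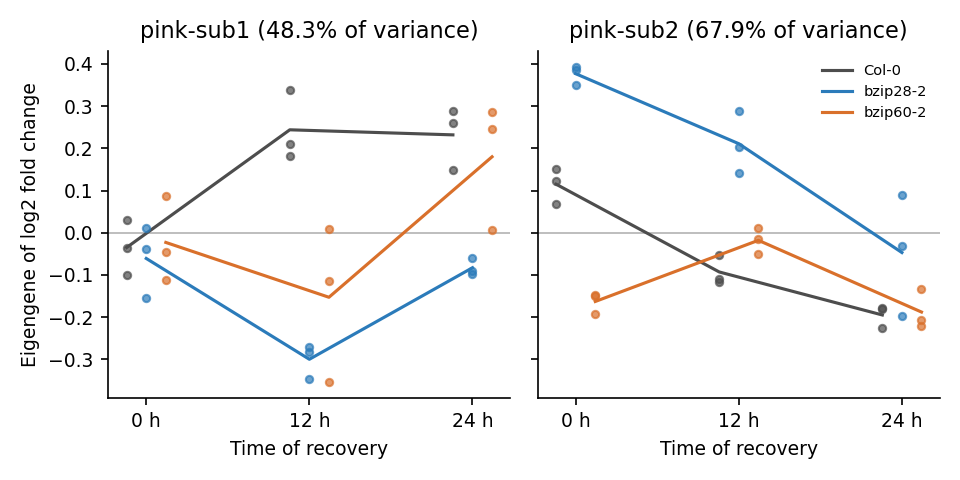
Eigengene (y axis, no unit) of pink-sub1 and pink-sub2 by hours of recovery (x axis) in Col-0, *bzip28-2* and *bzip60-2*, with 1 point per replicate and lines through the means of 3. In pink-sub1 the mean of Col-0 rises to 0.244 at 12 h while that of *bzip28-2* falls to −0.3.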

The genotype-specific expression of the eigengene and exclusive enrichment of the GO terms associated with root development (several of the annotations have been experimentally validated^12,37,38^) in the pink model are in the line with the non-completely overlapping growth phenotype of the primary root in *bzip28-2* and *bzip60-2* (Fig. 1d, e and Supplementary Fig. 1b). Therefore, we decided to focus on the pink module for functional characterization.

**Fig. 3:**
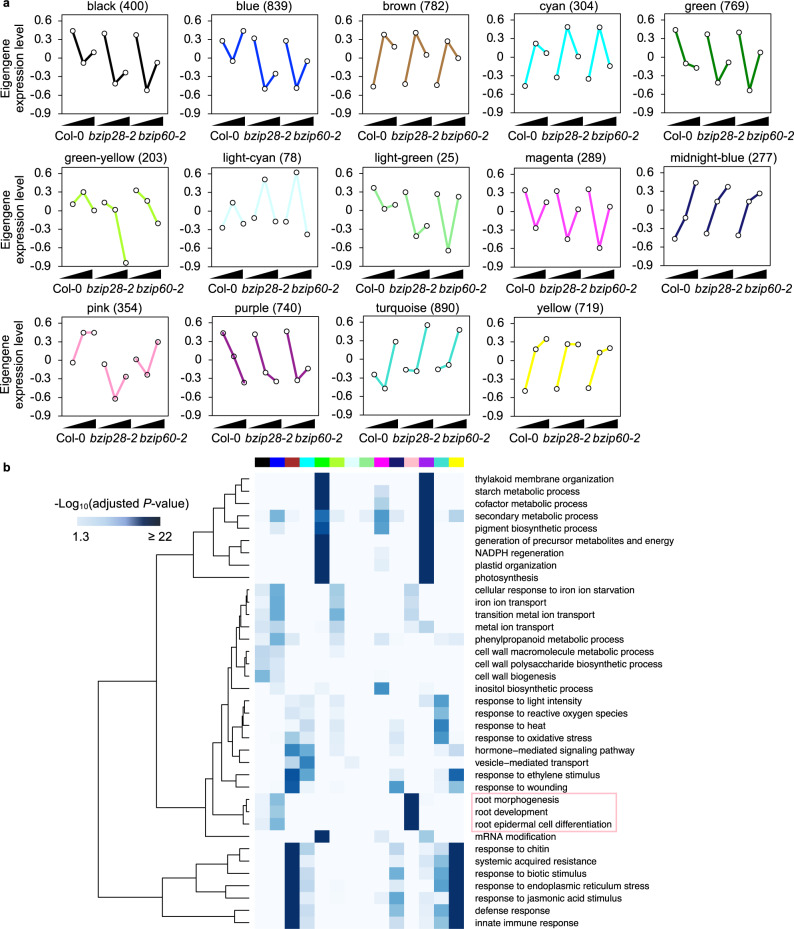
Coexpression analysis generates modules of DEGs coexpressed across genotypes and time-points of ER stress recovery. **a** All DEGs identified were subjected to WGCNA to detect modules of coexpressed genes based on the expression similarity. Each graph shows the expression of the module eigengene, which can be considered as the representative expression in the respective coexpression module. The y-axis indicates Log_2_ expression values relative to the mean expression across all samples. The x-axis indicates time-points in each genotype. The modules are named according to their color created through WGCNA. The number of genes in each module is in parentheses. **b** GO analysis of genes in each coexpression module (adjusted *P* < 0.05, Hypergeometric test). The respective module is indicated by the color bar above the heatmap. GO terms strongly enriched in genes of the pink module are marked by a pink box. A full list of GO terms is provided in Supplementary Data 3. The source data is provided in Supplementary Data 6.

### Gene regulatory network construction based on coexpression networks coupled with DNA-binding profiles

We next aimed to establish the in vivo temporal DNA-binding interactomes of bZIP28 and bZIP60 as a strategy to identify direct targets of these TFs in ER stress recovery. To do so, we performed ChIP-seq analyses at 0, 12, and 24 h of ER stress recovery in stable transgenic lines (Col-0 background) expressing a green fluorescent protein (GFP)-tagged fusion to either bZIP28 (*35Spro*:*GFP-bZIP28*/Col-0)^39^ in which the transcripts of *bZIP28* were not overexpressed compared to Col-0 (rather constitutively expressed in both mock and Tm treatments) or a bZIP60 in *bzip60-2* (*bZIP60pro*:*GFP-bZIP60*/*bzip60-2*)^40^, which successfully rescued the root the phenotype and gene expression profiles of *bzip60-2* (Supplementary Fig. 3a–d). 

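In ChIP-seq, chromatin bound by the GFP-tagged protein is pulled down with an antibody against GFP and sequenced, and regions with more reads than the input are called as peaks. The authors aligned the reads to TAIR10, called peaks with MACS2 and deposited for each protein and time-point 1 list of peaks with a position, a score and the annotation of the nearest gene made with ChIPseeker. Each list stands for the replicates together, so a peak here has no replicate error, and read depth was not used here. The lists hold 1143 peaks, all of which end within their chromosomes in the TAIR10 sequence. The authors classed 774 peaks as promoter within 1 kb, and of the 762 whose gene is in the annotation used here, 742 (97.4%) had a base within 1 kb of its start site. Tm-treated seedlings of the lines carried either bZIP28 behind a constitutive promoter or bZIP60 behind its own promoter.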

ChIP-quantitative PCR (ChIP-qPCR) results showed that GFP-bZIP28 and GFP-bZIP60 bound to ERSE-I^15,18^, which is present in the promoter regions of *BiP3* and *ERdj3B* (fragments A and B; Supplementary Fig. 3e, f) specifically in Tm treatment, but not in DMSO treatment. This observation is in line with the notion that bZIP28 and bZIP60 operate in the first layer of the UPR upon ER stress-specific protease cleavage^16^ and unconventional splicing by IRE1^10^, respectively, for activation as TFs. However, these TFs did not bind to an *Erdj3B* promoter region without the ERSE-I (fragment C) or in the ChIP mock controls (i.e., no antibody). These DNA-binding activities were unlikely to be driven by the GFP tag. This is supported by the evidence from ChIP assays in a transgenic line expressing a yellow fluorescent protein (YFP, a variant of GFP with three-point mutations in the chromophore)^41^. Specifically, YFP was enriched on the three loci only at background levels despite a constitutive *YFP* expression, which was 42 times higher than the expression of endogenous *sbZIP60* in Tm-treated conditions (Supplementary Fig. 3f, g). Although *bZIP28* was expressed at similar levels in *35Spro*:*GFP-bZIP28*/Col-0 and Col-0 (Supplementary Fig. 3a), we could not exclude a possibility that the constitutive expression of *bZIP28* may lead to some spurious binding of bZIP28 to the genome. Thus, we subjected our results to a rigorous filtering protocol using an analysis pipeline developed based on existing guidelines^42,43^ with a key modification: any peaks found in both Tm-treated samples and the corresponding DMSO-treated samples, which were processed in parallel, were removed (see Methods). This step was added in the analysis pipeline to ensure that the resulting bZIP28 binding peaks were specific to Tm treatment. 

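The lists used here are those left after the removal of peaks shared with DMSO-treated seedlings, a step that was made by the authors and could not be repeated. Some peaks lie in sequence that occurs more than once in the genome. A peak was set down as such if over 50% of its bases lay in exact 31-bp matches elsewhere, and this held for 279 of the 1143 peaks (24.4%). Of these, 47 had most of their bases in copies of mitochondrial sequence, and 44 of the 47 lay on chromosome 2 between 3239119 and 3509917. The widest spanned 250361 bp, while the widest peak elsewhere had 6939 bp, and together the 47 hold 34.3% of the bases that all peaks cover.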

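bZIP28 peaks numbered 130 at 0 h, 92 at 12 h and 454 at 24 h, and bZIP60 peaks 250, 47 and 170. Peaks of the same protein at several time-points merge into 506 regions for bZIP28 and 376 for bZIP60. The median width was 430, 343 and 455 bp for bZIP28 and 542, 620 and 1121 bp for bZIP60. The centre of the peak lay within 1 kb of an annotated start site for 58.7% of the bZIP28 peaks and 61.5% of the bZIP60 peaks. Counting any base of the peak in place of its centre moved these shares most, to 66.0% and 76.2%. By time-point the share by the centre was lowest at 12 h, with 51.1% for bZIP28 and 40.4% for bZIP60.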

Using this approach, we captured a high-confident set of 676 and 467 UPR-specific peaks of bZIP28 and bZIP60, respectively, the majority of which were located in the proximal gene promoters (i.e., within 1-kb of the transcription start site) (Supplementary Fig. 4a, b), consistent with the binding behavior of other TFs in Arabidopsis^44^. We observed temporal changes of bZIP28- and bZIP60-binding signals (Input-normalized ChIP-seq signals), whereby an initial binding peak at 0 h was followed by a substantial decline at 12 h, and another peak at 24 h of ER stress recovery (Supplementary Fig. 4c, d). 

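The number of peaks had its minimum at 12 h for both proteins, but the deposited lists give no signal at positions where no peak was called, so the signal over time was not measured here. Of the 130 bZIP28 peaks at 0 h, 94 (72.3%) overlapped a peak at 24 h and 30 (23.1%) a peak at 12 h. Of the 250 bZIP60 peaks at 0 h, 57 (22.8%) overlapped a peak at 24 h and 19 (7.6%) a peak at 12 h. At all 3 time-points, 25 genes were listed for bZIP28 and 16 for bZIP60. The lists at 12 h hold the largest share of peaks in repeated sequence, 45 of 92 for bZIP28 and 31 of 47 for bZIP60.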

*De novo* motif analysis identified that ERSE-I was one of the top-scoring motifs (E-value = 3.62 × 10^−169^ in bZIP28 UPR-specific binding peaks; *E* value = 7.1 × 10^−103^ in bZIP60 UPR-specific binding peaks), and that ERSE-I was centered at the summit of these binding peaks (Supplementary Fig. 4e, f), validating the high quality of our data. 

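A search for new motifs was not run here. Instead the ERSE-I consensus was searched without mismatch within 250 bp of the centre of each peak, and in regions of the same length 2 kb to each side that overlap no peak. It was found in 83 of 676 bZIP28 peaks (12.3%) and in 2 of 1070 control regions (0.187%), an odds ratio of 74.7 (one-sided Fisher's exact test, p = 3.55e-33). For bZIP60 it was found in 42 of 467 peaks (8.99%) and in 2 of 728 control regions (0.275%), an odds ratio of 35.9 (one-sided Fisher's exact test, p = 8.73e-16). Both tests count a site again at each time-point with a peak there. The control regions were not matched for distance to a start site. With 1 mismatch allowed, the setting that moved the shares most, they were 23.1% against 3.64% and 20.1% against 5.08%. The median distance of a match from the centre was 28 bp over 91 matches in bZIP28 peaks and 53 bp over 43 matches in bZIP60 peaks. By time-point 23.8%, 5.43% and 10.4% of the bZIP28 peaks had a match, and 14.4%, 0% and 3.53% of the bZIP60 peaks. No peak in repeated sequence had one (0 of 171 for bZIP28 and 0 of 108 for bZIP60), and among the other peaks the shares were 16.4% and 11.7%.

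**Figure D4:**
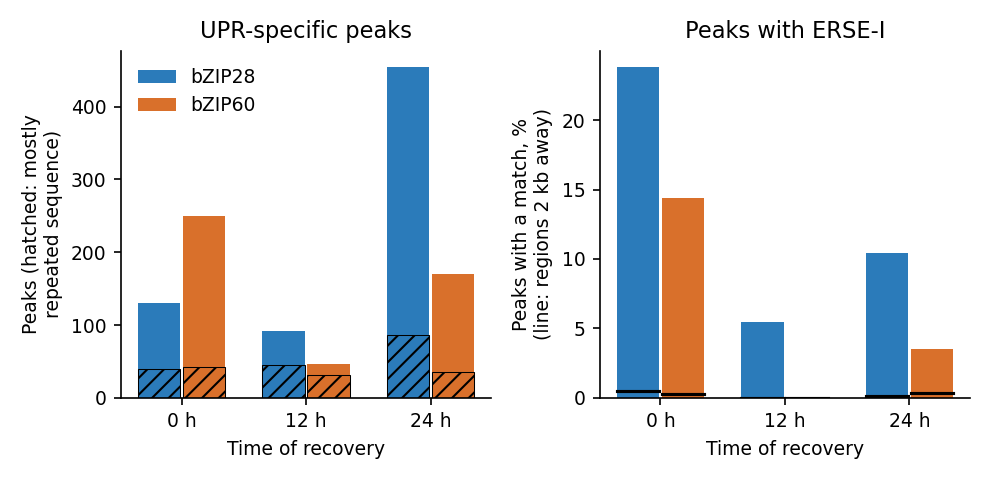
Number of UPR-specific peaks (left y axis, those mostly in repeated sequence hatched) and percent of peaks with an ERSE-I match within 250 bp of the centre (right y axis, control regions as black lines) for bZIP28 and bZIP60 at 0, 12 and 24 h of recovery (x axis). The share with a match is highest at 0 h, with 23.8% of bZIP28 and 14.4% of bZIP60 peaks.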

Intriguingly, the analysis also found other TF-binding motifs exclusively enriched in either bZIP28 or bZIP60 UPR-specific binding peaks (Supplementary Fig. 4g–i). The results support the notion that ERSE-I is the canonical ER stress-responsive CRE acting for DNA-binding activities of both bZIP28 and bZIP60^6,19^, but also reveal potential coregulators exclusive to either bZIP28 or bZIP60 in ER stress recovery. We then mapped bZIP28 and bZIP60 UPR-specific binding peaks to the potential target genes and found a total of 440 bZIP28- and 356 bZIP60-bound genes (Supplementary Fig. 4g and Supplementary Data 4). Among these genes, 162 genes were bound by both bZIP28 and bZIP60 (significant overlap validated by hypergeometric test, *P* = 7.7 × 10^−203^), including *BiP3* and *Erdj3B*, and showed a strong enrichment of GO terms associated with ER stress. 

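Counting the distinct genes listed with the peaks gave 440 bZIP28-bound genes (115 at 0 h, 75 at 12 h and 394 at 24 h) and 356 bZIP60-bound genes (233, 38 and 159). Restricted to peaks that the authors classed as promoter within 1 kb, these were 305 and 297. Together they make 634 genes, of which 261 (41.2%) were DEGs by the limma calls. Of the DEGs bound by bZIP60 only, 23.4% were bZIP60-dependent DDEGs at 0 h, against 1.47% of the DEGs not bound (Fisher's exact test, odds ratio 20.4, Benjamini-Hochberg adjusted p = 9.43e-18). Of the DEGs bound by bZIP28 only, 11.2% were bZIP28-dependent at 0 h (Fisher's exact test, adjusted p = 2.43e-05), and of those bound by bZIP60 only 12.8% (odds ratio 8.12, adjusted p = 1.03e-06), against 1.77% of the DEGs not bound. For the DEGs bound by both proteins the share at 0 h was 16.7% in each comparison with Col-0. At 12 and 24 h the only difference with an adjusted p under 0.05 was that DEGs bound by both were less often bZIP60-dependent at 12 h (15.4% against 28.1% of those not bound, Fisher's exact test, adjusted p = 0.0326).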

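The genes listed for both proteins numbered 162, which leaves 278 for bZIP28 only and 194 for bZIP60 only. By chance 4.13 would be shared among the 37899 genes of the annotation (hypergeometric test, one-sided exact p = 2.39e-224). Without the peaks in repeated sequence, where both proteins may share peaks for technical reasons, 129 genes were shared, and with only the peaks whose score was above the median of their list 92. Of the bZIP28 peaks, 328 (48.5%) overlapped a bZIP60 peak. At *BiP3*, bZIP28 peaks lay at 2931548–2932220 on chromosome 1 of TAIR10 at 0 h, 2931763–2932162 at 12 h and 2931699–2932334 at 24 h, and a bZIP60 peak at 2928456–2932543 at 0 h. All 4 hold the ERSE-I match CCAATCACTTCTTGACACG at 2931928–2931946, upstream of the start site. At *ERdj3B*, bZIP28 peaks lay at 23153137–23153980 on chromosome 3 at 0 h and 23153129–23153935 at 24 h, and a bZIP60 peak at 23153309–23153928 at 0 h, with the match CCAATAAATATTAGCCACG at 23153591–23153609. From the genes bound and their functions, the paper proposes that the functions of bZIP28 and bZIP60 in recovery overlap in part.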

Interestingly, the genes exclusively bound by bZIP28 were enriched with GO terms associated with biotic stress-related processes. In contrast, the genes exclusively bound by bZIP60 were enriched with GO terms associated with abiotic stress-related processes (Supplementary Data 5). Overall, these results are consistent with a partially overlapping function of bZIP28 and bZIP60 in ER stress recovery. Importantly also, they provide genome-scale evidence that bZIP28 and bZIP60 not only bind to known genes involved in ER stress responses but also that they interact with genes involved in non-completely overlapping stress pathways during ER stress recovery.

To couple the calculated coexpression network connectivity (i.e., the strength of interaction) with a regulatory relationship to bZIP28 and bZIP60, the DNA-binding profiles of bZIP28 and bZIP60 were integrated into the pink module, revealing that the pink module consists of two subnetworks (hereafter named as pink-sub1 and pink-sub2) (Fig. 4a). 

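Of the 242 genes listed for pink-sub1, 3 were bound by bZIP28 (AT2G05160, AT4G25820 and AT5G02580) and 13 by bZIP60, none by both. Of those 13 genes, 12 are the bZIP60-bound genes that the list shares with pink-sub2. Among the 199 genes found in pink-sub1 alone, bZIP28 bound the same 3 and bZIP60 bound 1, AT4G20840 (0.503%).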

In pink-sub1, bZIP28 and bZIP60 bound only to the promoters of three genes and one gene, respectively, supporting the possibility that the sub-module includes 239 genes indirectly regulated by bZIP28 and bZIP60. In contrast, 25% of genes in pink-sub2 were bound exclusively by bZIP60, supporting the likelihood of a higher level of direct regulation by bZIP60 of the genes in this sub-module compared to pink-sub1. Therefore, the ChIP-seq results support the RNA-seq data that, although the entire pink module is controlled by both UPR bZIP-TFs, each of these bZIP-TF contributes to controlling the expression of the genes in each subnetwork to a different extent (Fig. 3a). 

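Of the 43 genes of pink-sub2, 12 (27.9%) were bound by bZIP60 and none by bZIP28. Against the 199 genes found in pink-sub1 alone, this is an odds ratio of 76.6 (two-sided Fisher's exact test, p = 2.73e-09). All 12 peaks are of the class promoter within 1 kb. The paper divided the module into both lists with these binding data in hand, so the test describes the lists and is not independent of how they were made. From this share the paper proposes more direct regulation by bZIP60 in pink-sub2 than in pink-sub1.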

Consistent with these observations, most genes in pink-sub1 were downregulated while pink-sub2 genes were predominantly upregulated during ER stress recovery (Fig. 4b), supporting distinctive gene regulation signature between pink-sub1 and pink-sub2. 

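The median log2 fold change over the 236 tested genes of pink-sub1 in Col-0 was −0.49 at 0 h, −0.11 at 12 h and −0.17 at 24 h. Of these genes, 79.2%, 59.7% and 71.2% were below 0. Without the genes of pink-sub2, the shares were 96.4%, 71% and 80.3%. The median over the 236 genes was −0.48, −0.85 and −0.64 in *bzip28-2* and −0.55, −0.74 and −0.17 in *bzip60-2*. For the 43 genes of pink-sub2 the medians were 1.12, 0.65 and 0.33 in Col-0, 1.63, 1.28 and 0.66 in *bzip28-2* and 0.35, 0.80 and 0.30 in *bzip60-2*. A pseudocount of 0.1 moved the medians most, for *bzip28-2* at 12 h to −1.55 in pink-sub1. Many of the genes passed no criterion on their own. In pink-sub1 at 12 h, 10 DEGs were lower in Col-0, 98 in *bzip28-2* and 62 in *bzip60-2*, and 12, 25 and 16 were higher. Without the genes of pink-sub2, the higher ones numbered 1, 0 and 0. As a set, pink-sub1 differed from Col-0 in *bzip28-2* at 12 h (median difference −0.79, adjusted p = 0.00316 from limma's fry) and at 24 h (−0.48, adjusted p = 0.0175 from limma's fry), and in *bzip60-2* at 12 h (−0.65, adjusted p = 0.0444 from limma's fry). The last of these was no longer under 0.05 with scaled FPKM (adjusted p = 0.0578 from limma's fry), and without 1 replicate it ran from 0.0183 to 0.14. For *bzip28-2* at 24 h it ran from 0.0136 to 0.0678. Pink-sub2 was higher than in Col-0 in *bzip28-2* at 0 h (0.59, adjusted p = 0.00201) and at 12 h (0.67, adjusted p = 0.00329), and lower in *bzip60-2* at 0 h (−0.68, adjusted p = 0.0012), by limma's fry. These are tests adjusted over the list alone, on lists that the study chose on these same libraries, so they are not independent evidence. All 6 also pass with limma's camera at a preset correlation of 0.01, which calls 5 more that do not hold under fry.

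**Figure D5:**
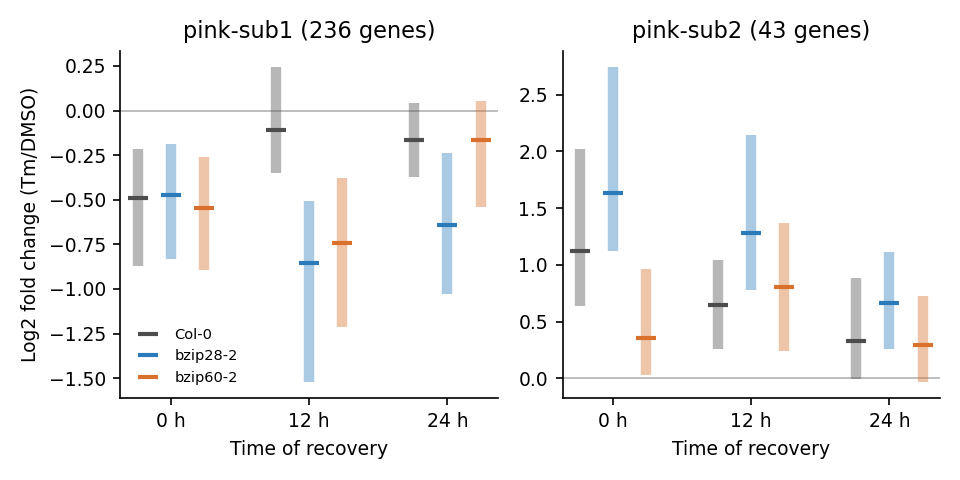
Median log2 fold change (Tm/DMSO, y axis) of the genes of pink-sub1 and pink-sub2 by hours of recovery (x axis) in Col-0, *bzip28-2* and *bzip60-2*, with the interquartile range over genes as pale bars. The medians of pink-sub1 lie below 0 in all 9 groups, lowest in *bzip28-2* at 12 h (−0.85), and those of pink-sub2 above 0.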

Then to experimentally characterize pink-sub1 and pink-sub2, as a first step we used a stringent protocol to predict the regulatory-hub genes (i.e., the genes that are most connected with other genes in a network)^45^ in each subnetwork. We considered two main criteria: ranking in the top ≥10% of network degree (i.e., the number of connections) and having a known phenotype of loss-of-function mutations or expected role in roots, cell development, and/or ER stress processes. 

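*COW1* (AT4G34580, chromosome 4, 16515102–16518746 in TAIR10) and *LRX1* (AT1G12040, chromosome 1, 4069992–4072681), both root hair genes, were ranked in a network built here. Topological overlap was computed at a soft power of 18 from the 27 log2 fold changes of 5101 genes, and genes of a list were linked at an overlap of at least 0.2. *LRX1* had 2 links and rank 10 of 236 (4.24%). *COW1* had no link, as did 213 others, and rank 23 (9.75%), while by its summed overlap it had rank 10. With overlap computed on the list genes alone, *COW1* had 5 links (14.4%) and *LRX1* 27 (2.12%), and at a soft power of 12 the rank of *LRX1* was 14.0%. *COW1* at 12 h fell from 5.82 ± 0.296 to 1.68 ± 0.294 FPKM (SD, n = 3 each) in *bzip28-2*, a log2 fold change of −1.35 (adjusted p = 0.000362 from limma). In Col-0 it was −0.11, and the difference of −1.24 (standard error 0.17) had an adjusted p = 0.00387 from limma over the DEGs. In *bzip60-2* it was −1.13, with replicates from −1.85 to −0.40 (difference from Col-0, adjusted p = 0.0615 from limma). *LRX1* at 12 h had log2 fold changes of −0.54 in Col-0, −1.97 (adjusted p = 9.48e-05 from limma) in *bzip28-2* and −1.69 (adjusted p = 0.0018) in *bzip60-2*. Of its 31-bp stretches, 3.76% occur elsewhere in the genome. Neither gene had a peak of bZIP28 or bZIP60.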

According to these criteria, out of the genes in the top ≥10% of network degree (out of 242 genes used for the network construction), we selected *Can of Worms1* (*COW1*) (ranked in the top 4.0%), which encodes a phosphatidylinositol transfer protein essential for root hair tip growth^37,46^, and root cell wall formation-related *Leucine-rich repeat/Extensin1* (*LRX1*)^37,47^ (ranked in the top 1.6%), as major hub genes in pink-sub1. We also selected the *Integral membrane Yip1 family protein 1a* (*YIP1a*), whose yeast and mammalian homologs function in ER-Golgi transport^48,49^, with the highest network degree in pink-sub2 (out of 43 genes used for the network construction). 

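*YIP1a* (AT2G36300) lies on chromosome 2 from 15212970 to 15214340 in TAIR10. In the network computed here it had no link at an overlap of 0.2, as did 29 other genes of pink-sub2, and by summed overlap it had rank 13 of 43 (30.2%). With overlap computed on the list genes alone it had 4 links and rank 9 (20.9%). Its log2 fold change at 0 h was 2.07 (standard error 0.21) in Col-0, 2.41 (standard error 0.13) in *bzip28-2* and 1.30 (standard error 0.15) in *bzip60-2*. At 12 h it was 1.10, 2.01 and 1.64, and *bzip28-2* differed from Col-0 by 0.91 (standard error 0.14, adjusted p = 0.00644 from limma over the DEGs). A bZIP60 peak at 0 h spans 15214051–15214693, over the start site, and holds the ERSE-I match CGTGGCACGATGTAATTGG at 15214492–15214510, written as on the plus strand.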

Noticeably in pink-sub2, our ChIP-seq analysis identified a known root growth-related direct target of bZIP60, *NAC-domain containing protein103* (*NAC103*)^12^ (ranked in the top 9.3%), as being bound by bZIP60 (Supplementary Data 4), lending support to the validity of our approach.

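*NAC103* (AT5G64060) lies on chromosome 5 from 25633455 to 25635789 in TAIR10, and a bZIP60 peak at 0 h at 25636253–25636674, upstream of its start site. In the network computed here it had 7 links, the most in pink-sub2 (rank 1 of 43, 2.33%). Tm-treated seedlings at 0 h had 56.4 ± 5.35 FPKM in Col-0, 161 ± 12.2 in *bzip28-2* and 9.64 ± 1.23 in *bzip60-2* (SD, n = 3 each). The log2 fold changes at 0 h were 4.22 (standard error 0.18), 5.38 (standard error 0.08) and 1.34 (standard error 0.14). The difference of *bzip60-2* from Col-0 was −2.88 (standard error 0.20, adjusted p = 0.0048 from limma over the DEGs) and from *bzip28-2* −4.04 (standard error 0.17, adjusted p = 0.000128). At 12 h *NAC103* was at 1.62 in Col-0 and 4.57 in *bzip28-2*, a difference of 2.96 (standard error 0.26, adjusted p = 0.00132 from limma over the DEGs), and *bzip60-2* was at 2.22.

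**Figure D6:**
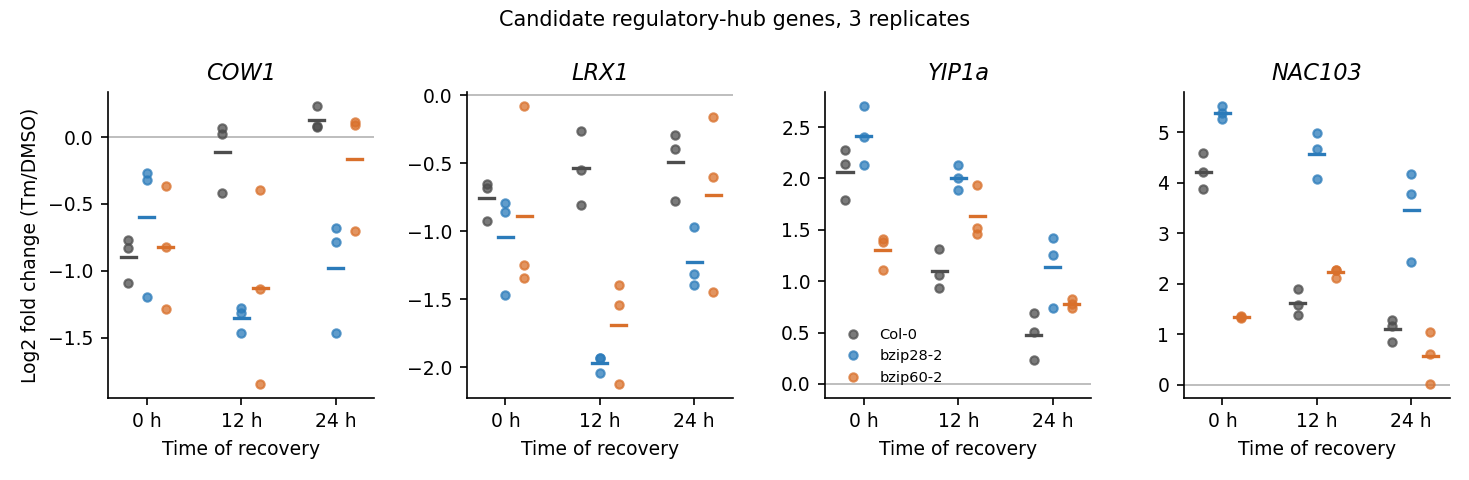
Log2 fold change (Tm/DMSO, y axis) of *COW1*, *LRX1*, *YIP1a* and *NAC103* by hours of recovery (x axis) in Col-0, *bzip28-2* and *bzip60-2*, with 1 point per replicate and a bar at the mean of 3. *NAC103* is highest in *bzip28-2* at all 3 time-points, with a mean of 5.38 at 0 h.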

**Fig. 4:**
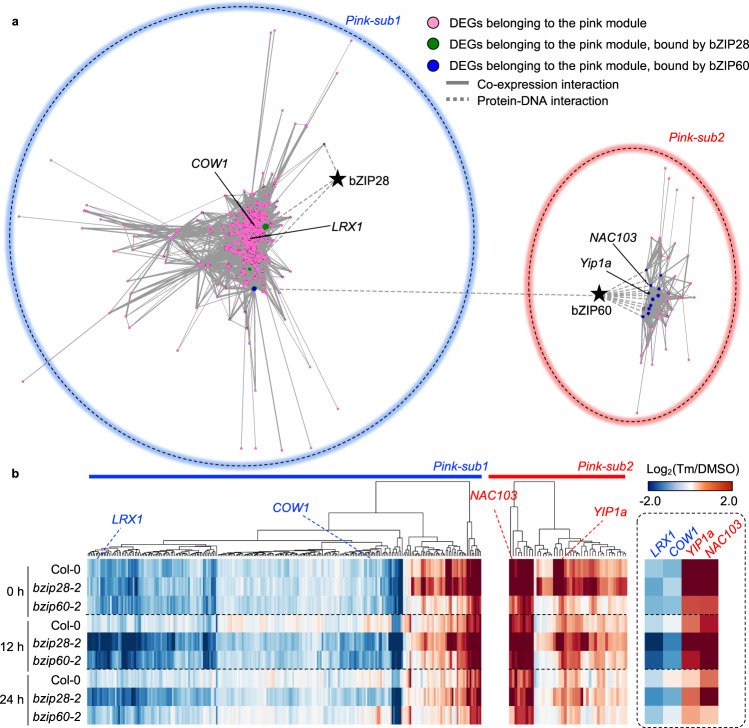
A gene regulatory network of bZIP28 and bZIP60 underlying root growth recovery from ER stress. **a** A gene regulatory network in the pink module was constructed based on the coexpression network connectivity coupled with the ChIP-seq data of bZIP28 and bZIP60. The node size indicates the degree of coexpression connections. Edge thickness indicates network weight, which indicates connection strength. Pink-sub1 and 2 were indicated by blue and red circles, respectively. **b** Expression Log_2_FC of genes that belong to pink-sub1 or pink-sub2 in ER stress recovery. Genes were hierarchically clustered on the expression pattern. Candidates of regulatory-hub genes are indicated in the heatmaps. The source data of **b** is provided in Supplementary Data 6.

### Functional characterization of the gene regulatory network in ER stress recovery

Next, except for *NAC103* for which a null T-DNA allele is not available, we isolated the respective loss-of-function T-DNA mutants of *COW1* (*cow1-3*), *LRX1* (*lrx1-4*), and *Yip1a* (*yip1a-1* and *yip1a-2*), which we confirmed being null alleles (Supplementary Fig. 5a–d). We then performed ER stress recovery assays to measure the relative growth (Tm-treated/DMSO-treated) of the primary root (Fig. 5a). In physiological conditions of growth, the primary root growth of these mutants and Col-0 was similar (Supplementary Fig. 6). In conditions of ER stress recovery, while *lrx1-4* showed no growth alteration, *cow1-3, yip1-1*, and *yip1a-2* exhibited a significant reduction in the relative growth rate of the primary root compared to Col-0 (Fig. 5a). Although the reduction was not as severe as *bzip28-2* or *bzip60-2*, likely due to functional redundancy with other genes within the pink module, these results experimentally validate that, among the pink module genes, *COW1*, which is bound by neither bZIP28 or bZIP60 and *YIP1a*, which is bound exclusively by bZIP60, have an important role in root growth in recovery from ER stress. We next aimed at consolidating these observations by testing an epistatic relationship of *COW1* and *YIP1a* with *bZIP28* and *bZIP60* in ER stress recovery. Therefore, we generated the following high-order mutants: *cow1-3 bzip28-2*, *cow1-3 bzip60-2*, *yip1a-1 bzip28-2*, *yip1a-1 bzip60-2*, and *cow1-3 bzip28-2 bzip60-1*. The *yip1a-1 bzip28-2 bzip60-1* triple mutant was not recovered due to lethality. We tested the ability of the high-order mutants to reestablish root growth in recovery from ER stress. Consistent with an epistatic relationship with bZIP28 and bZIP60, we found that *cow1-3 bzip28-2* and *yip1a-1 bzip28-2* displayed a significantly higher relative root growth recovery compared to *bzip28-2*. Furthermore, the growth defect of *bzip60-2* was suppressed by the *cow1* mutation (*cow1-3 bzip60-2*) and *yip1a* mutation (*yip1a-1 bzip60-2*). A direct comparison of the genetic effects between *cow1-3* and *yip1a-1* on pink-sub1 and pink-sub2, respectively, is not possible because the relative root growth defect of *bzip60-2* (Tm-treated/DMSO-treated, 0.204) is not as severe as *bzip28-2* (Tm-treated/DMSO-treated, 0.076) and the network size of pink-sub2 (43 genes) is substantially smaller than pink-sub1 (242 genes). Nonetheless, our epistasis results are consistent with our network predictions that bZIP28 is more tightly associated with pink-sub1, in which *COW1* appears as a regulatory-hub, compared to pink-sub2, and that pink-sub2 depends largely on bZIP60 (Fig. 4a).

**Fig. 5:**
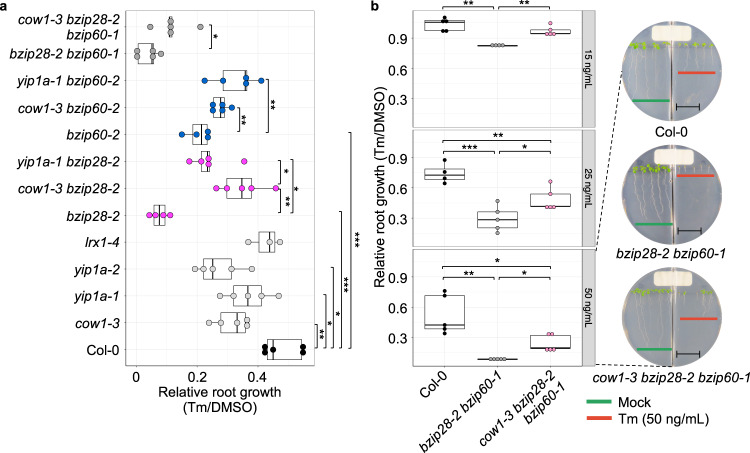
Genetic interactions of mutant alleles of regulatory-hub genes with *bzip28-2, bzip60-2*, and *bzip28-2 bzip60-1*. **a** Relative growth of primary root of T-DNA mutants of the selected regulatory-hub gene candidate (*cow1-3*, *yip1a-1*, *yip1a-2*, and *lrx1-4*) and their higher-order mutants crossed with *bzip28-2*, *bzip60*-2, or *bzip28-2 bzip60-1* in ER stress recovery as described in Fig. 1a. *n* = 3–5 (6 seedlings per replicate). **b** Suppression of *bzip28-2 bzip60-1* by *cow1-3* in chronic ER stress. Seeds germinated directly on the growth media in split plates of which one half contained Tm (15, 25, or 50 ng/mL) while the other half contained DMSO only (the corresponding mock control). The relative growth rate was measured 11 days after growth. *n* = 4–5 (3–5 seedlings per replicate). Scale bar (black line) = 1.2 cm. In boxplots, each box is bounded by the lower and upper quartiles from which the whisker extends 1.5× the interquartile range, and central bars represent the medians. Representative pictures of 50 ng/mL Tm plates are shown at the right. *P < 0.05, **P < 0.01, ***P < 0.001 (two-tailed Student’s *t*-test). The source data is provided in Supplementary Data 6.

Because *cow1-3* recovered the root growth phenotype linked to the individual loss of bZIP28 and bZIP60 in ER stress recovery conditions, we next aimed to test whether the loss of *COW1* could recover the sub-lethal phenotype of the *bzip28-2 bzip60-1* double mutant. We found that the *cow1-3 bzip28-2 bzip60-1* triple mutant partially recovered the sub-lethality of *bzip28-2 bzip60-1* mutant in ER stress conditions, further implying that COW1 functions in regulating root growth through the process regulated by bZIP28 and bZIP60 (Fig. 5a). We then extended these findings to test the role of COW1 in chronic ER stress conditions (direct germination and growth on Tm-containing growth media) (Fig. 5b). In chronic ER stress, bZIP28 and bZIP60 redundantly regulate survival strategies (i.e., normal growth in *bzip28-2* and *bzip60-2*, but lethality in *bzip28-2 bzip60-1*)^13,30^. Consistently, the relative growth rate of *bzip28-2 bzip60-1* primary root was significantly reduced compared to Col-0 under all conditions tested, including 50 ng/mL Tm-containing media on which the root growth of *bzip28-2 bzip60-1* was stunted soon after germination. Conversely, *cow1-3 bzip28-2 bzip60-1* showed significantly higher relative root growth than *bzip28-2 bzip60-1* in these conditions, demonstrating a remarkable genetic suppression of the *bzip28-2 bzip60-1* ER stress phenotype by *cow1-3* also in chronic ER stress. Taken together, our network analysis functionally characterized the temporal dynamics of gene regulation by bZIP28 and bZIP60 for reestablishing root growth in ER stress recovery and identified key effector genes acting, directly and indirectly, downstream of these UPR bZIP-TFs.

## Discussion

ER stress resolution is critical for the survival of the cell and the growth of the entire organism. Owing mostly to the fact that functional studies of the UPR have been mainly conducted in unicellular organisms and cultured cells^2,50^, the fundamental question of how tissue growth is controlled by the UPR is still largely unanswered. In this work, we undertook a multi-omics approach based on combining RNA-seq, ChIP-seq, and cistrome analyses into functional gene network analyses in Arabidopsis. Our approach has allowed dissecting the gene regulatory networks operated by bZIP28 and bZIP60 and identified their downstream genes that are functionally involved in organ growth during ER stress recovery, paving the ground to UPR studies also in other multicellular organisms.

Earlier studies indicated that individually bZIP28 and bZIP60 are functionally redundant in gene expression under adaptive UPR^28^ and in survival to chronic ER stress^26,34^. However, a quantitative analysis on a handful of UPR genes in adaptive UPR suggested the existence of an overlapping transcriptional regulation by bZIP28 and bZIP60, and a different degree of dependence of gene expression on either UPR bZIP-TF^30^. The same study also indicated that in conditions of ER stress recovery the *bzip28-2* and *bzip60-2* loss-of-function mutants had reduced growth restoration of the primary root compared to Col-0, implying that these UPR bZIP-TFs control the expression of overlapping and unique genes involved in stress recovery and associated organ growth restoration. Our work extends these observations by providing experimental evidence for partially overlapping gene regulatory activities of bZIP28 and bZIP60 on a genome-wide scale. In addition, we established that bZIP28 and bZIP60 temporally regulate gene-regulatory modules for distinct biological processes in the progress of ER stress resolution. Such a temporal gene regulation is likely achieved by the combinatorial effects of shared and unique regulatory activities of bZIP28 and bZIP60 with other TFs or transcriptional regulators. This hypothesis is supported by multiple lines of evidence. First, non-canonical UPR CREs were significantly enriched in the promoters of DDEGs (Fig. 2d), indicating that most likely bZIP28 and bZIP60 directly regulate other TFs that regulate genes in the pink module. Indeed, 16 genes among 354 pink module genes encode TFs, suggesting potential transcriptional cascade effects. Another possibility is that bZIP28 and bZIP60 generate an environment or conditions in which the expression of these genes is activated (e.g., disruption of metabolic signaling). Second, Our characterization of the UPR-specific binding peaks of bZIP28 and bZIP60 showed an exclusive enrichment of *de novo* motifs statistically similar with DNA-binding motifs of TFs involved in other stress pathways (e.g., MYB96: abscisic acid signaling^51^, WRKY75: phosphate deprivation and senescence^52–54^, PHL4: phosphate starvation^55^). It is intriguing that not only the genes encoding MYB96 and WRKY75, which were predicted to be coregulators of bZIP28 (Supplementary Fig. 4g, h), were differentially regulated during ER stress, their expression changes were even significantly stronger in *bzip60-2* (Supplementary Fig. 4i). Moreover, the UPR-specific binding peaks of both bZIP28 and bZIP60 had a strong enrichment of ERSE-I, for the binding of both UPR bZIP-TFs, as well as an identical temporal enrichment pattern of bZIP28- and bZIP60-binding signals (Supplementary Fig. 4c–f). We also found distinctive GO terms enriched for the exclusive binding targets of the two UPR bZIP-TFs (i.e., biotic stress for bZIP28 and abiotic stress for bZIP60) (Supplementary Fig. 4j). Therefore, our findings suggest that bZIP28 and bZIP60 interface with gene regulation in the UPR and other stress pathways potentially via co-regulation with other TFs. We speculate that this may facilitate resource allocations from other pathways to respond to ER stress and restore growth in specific growth conditions. Activation of the plant UPR in response to biotic and biotic stress has been verified^56–59^, but the underlying signaling pathways are largely unknown. The identification of TFs operating in other stress pathways in recovery from ER stress presented in this work provides the opportunity to define the intersection of ER stress with other forms of stress at a mechanistic level.

Although it is known that bZIP28 and to a minor extent bZIP60^30^ control necessary pathways for primary root growth, prior to our work, their effectors were not known. Because growth restoration impinges on coordinating a large number of processes, including cell division and elongation, tissue formation, and differentiation^60^, we expected that such effectors would be TFs, protein transporters, cell wall modifying enzymes, and many other proteins involved in growth. To rationalize which of the effectors could have a functional role in organ growth in ER stress resolution, we resolved in generating gene regulatory networks. Our network analyses revealed that the temporally regulated combinatorial effects of overlapping and distinctive roles between the two UPR pathways are based on the broad array of coexpression modules specialized for distinct biological processes. The analyses predicted that one of such modules, the pink module, is populated by genes involved in root organogenesis and that *COW1* and *YIP1a* function as two regulatory-hub genes. We functionally validated this prediction by demonstrating that the loss of *COW1* and *Yip1a* partially restore the reduced root growth phenotype of the loss-of-function mutations of *bZIP28* and *bZIP60* in ER stress recovery. Furthermore, the loss of *COW1* in the *bzip28-2 bzip60-1* background unambiguously reverted the lethal phenotype of this UPR bZIP-TF double null mutant. While this epistatic relationship underscores that *COW1* serves as a life-or-death effector in the UPR, our data do not exclude a possibility that other gene hubs in the organogenesis module may function partially redundantly or independently from the hub genes characterized in this work. Interestingly, null mutants of yeast phosphatidylinositol transfer protein (Sec14p), a COW1 homolog, display a lethal phenotype^61^ which is rescued by expression of COW1 lipid-binding domain^62^. Defects in SEC14 proteins also cause human diseases, including retinal degeneration and cancer^63^, which are conditions linked to the UPR^64^. In addition to the pink module, other coexpression modules found here are a valuable premise to broaden our view of the impact of the UPR on other important biological processes. For example, the brown and yellow modules are strongly associated with biotic stress (Fig. 3b), supporting the previous report that the UPR is modulated by key regulators in biotic stress^21,56^.

In conclusion, our work addressed the fundamental open question of how growth programs are coordinated during ER stress recovery. Through a multi-omics pipeline that we developed in the model plant Arabidopsis, we identified temporal gene regulatory dynamics of two master transcriptional regulators in ER stress recovery, pinpointed the regulatory-hub genes in a gene regulatory network underlying organ growth, and functionally validated effectors predicted in our network analyses. Our work provides critical insights on the gene regulatory landscape during ER stress recovery with broad applicability across multicellular eukaryotes.

## Methods

### Plant materials

*A. thaliana* ecotype Columbia-0 (Col-0) was used as the WT control. The following mutants and transgenic lines, which are in Col-0 background except for *bZIP60pro*:*GFP-bZIP60* (*bzip60-2* background), were used in this study: *bzip28-2* (SALK_132285), *bzip60-2* (SAIL_283_B03), *bzip28-2 bzip60-1* (SALK_132285 SALK_050203), *ire1a ire1b* (WiscDsLox420D09 SAIL_238_F07), *ire1a ire1b bzip60-2*, *35Spro*:*GFP-bZIP28* and *bZIP60pro*:*GFP-bZIP60*, *cow1-3* (SALK_002124), *lrx1-4* (SALK_057038), *yip1a-1* (SALK_008449), *yip1a-2* (GK-087C09-012440), and *nac103* (SALK_053122). All T-DNA mutants and high-order mutants used in this study were confirmed to be homozygous before the analyses.

### Plant growth condition

Surface-sterilized seeds were plated on half-strength Linsmaier Skoog (LS) medium (Caisson Labs, Ontario, Canada) supplemented with 1% sucrose (Sigma-Aldrich, St. Louis, MO, USA), and 1.2% Agar (Acumedia, Lansing, MI, USA). Appropriate antibiotics was also added for screening transgenic lines. After stratification in the dark at 4 °C for 2 days, seeds were transferred to a controlled growth chamber with 80 μmol m^−2^ s^−1^ under 16 h light:8 h dark with 22 °C.

### ER stress assays

For ER stress recovery assay, 5-day-old seedlings were transferred to half-strength LS liquid buffer containing either 0.5 μg/mL Tm (Sigma-Aldrich, St. Louis, MO, USA) or DMSO-only as mock, and treated for 6 h. After the drug treatment, seedlings were transferred to 100 × 100 square Petri dishes with grid (Fisher Scientific, Hampton, NH, USA) containing half-strength LS medium (Caisson Labs, Ontario, Canada) supplemented with 1% sucrose (Sigma-Aldrich, St. Louis, MO, USA), 1.2% Agar (Acumedia, Lansing, MI, USA). Each square plate was split into two portions, of which each side accommodated either Tm-treated seedlings or DMSO-treated seedlings, which served as a biological replicate (*n* = 6 per replicate). Then, the seedlings grew vertically under the normal growth condition. For adaptive ER stress assay, 5-day-old seedlings were transferred to half-strength LS liquid buffer containing either 0.5 μg/mL Tm (Sigma-Aldrich, St. Louis, MO, USA) or DMSO as mock, and treated for 12 and 24 h. For chronic ER stress assay, seeds were plated on half-strength LS medium (Caisson Labs, Ontario, Canada) supplemented with 1% sucrose (Sigma-Aldrich, St. Louis, MO, USA), 1.2% Agar (Acumedia, Lansing, MI, USA), and 15, 25, 50 ng/mL Tm (Sigma-Aldrich, St. Louis, MO, USA) or DMSO only as mock.

### Phenotyping analysis

For measuring the primary root length of seedlings, plates were photo-scanned at the same time of the day. The length of primary roots was analyzed using ImageJ software (https://imagej.nih.gov). For measuring dry weight, six whole seedlings of each genotype for each treatment were collected 8 days after stress (DAS) and pooled as a biological replicate (*n* = 5). The dry weight was measured after desiccation for 24 h at 80 °C. All experiments were independently replicated with consistent results.

### LC/MS/MS for Tm measurements

Following the 6 h of initial treatment with Tm or DMSO, 5-day-old seedlings were subjected to either ER stress recovery (12 and 24 h) or adaptive ER stress assay (12 and 24 h), as detailed above. Tm is a mixture of four homologs A, B, C, and D (Sigma-Aldrich, St. Louis, MO, USA). The Tm 079M4004V batch (cat# T7765) used in this experiment had 8.57% Tm A, 29.91% Tm B, 47.91% Tm C, and 12.18% Tm D. Approximately 30 seedlings were collected for each treatment at each time-point as one of three biological replicates, weighed and then ground in liquid nitrogen. Tm is readily soluble in 80% methanol (https://www.sigmaaldrich.com), which efficiently penetrates plant cell walls/membranes to extract many metabolites^65–67^. Therefore, each ground sample was incubated overnight in 1 mL methanol-based Extraction Buffer (0.1% formic acid, 80% methanol, and 100 nM telmisartan, as an internal standard across samples). Samples were shortly vortexed and centrifuged at 12,000 × *g* at 4 °C for 10 min. The supernatant of each sample was transferred to a new microcentrifuge tube for the measurement. A standard curve of Tm was prepared by serial dilution in Extraction Buffer to give total Tm concentrations of 0.00122, 0.00488, 0.01953, 0.07813, 0.3125, 1.25, and 5 µM. The endogenous level of Tm contents (A, B, C, and D) in each sample was quantified by LC/MS/MS using a Waters Quattro Premier XE UPLC/MS/MS at the Research Technology Support Facility Mass Spectrometry and Metabolomics Core at Michigan State University. A 10 µL volume of extract was injected onto a Supelco Ascentis Express C18 HPLC column (2.1 × 50 mm, 2.7 µm particle size) maintained at 50 °C. Compounds were separated according to the following gradient run at 0.4 mL/min: initial conditions were 90% mobile phase A (water + 0.1% formic acid) and 10% mobile phase B (methanol) and held for 1 min, ramp to 50% A/50% B at 2 min, then ramp to 100% B at 3.5 min, followed by a ramp back to 90% A/10% B at 4 min and hold at the initial conditions until 5 min. Compounds were ionized by electrospray ionization operating in negative ion mode. The capillary voltage was set to 1.0 kV, the source temperature was 120 °C, the desolvation temperature was 350 °C, the cone gas low was 50 L/h, and the desolvation gas flow was 800 L/h. MS/MS data were acquired using a multiple-reaction-monitoring (MRM) method using the following parameters: Tm A (815.2 > 294.1), Tm B (829.2 > 308.1), Tm C (843.36 > 322.1), and Tm D (857.2 > 336.1), telmisartan (513.2 > 287). All compounds used a cone voltage of 38 V and collision energy of 38 V and dwell time of 0.1 s. Peak areas were integrated using the Quanlynx tool in Masslynx, and concentrations were calculated using the calibration curve with telmisartan used as the internal standard then normalized to the fresh weight of the extracted plant material.

### RNA extraction and qRT-PCR analysis

Whole seedlings were harvested at 0, 12, and 24 h of ER stress recovery in three biological replicates (*n* = 12 per each replicate), and immediately frozen in liquid nitrogen. The frozen samples were ground to a fine powder in liquid nitrogen using a Retch MM400 Mixer Mill with zirconium oxide balls. Total RNA was extracted using the NucleoSpin RNA Plant kit (MACHEREY-NAGEL, Düren, Germany) according to the manufacturer’s instructions. cDNA was synthesized from 1 µg of DNaseI-treated total RNA using iScript cDNA Synthesis Kit (BIO-RAD, Hercules, CA, USA) according to the manufacturer’s instruction. For qRT-PCR, Fast SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA) was used in the presence of gene-specific primers and template cDNAs in an ABI7500 (Applied Biosystems, Foster City, CA, USA).

### RNA-seq analysis

RNA-seq libraries were constructed using the Illumina TruSeq Stranded mRNA Library (Illumina, San Diego, CA, USA) and sequenced in single-end mode on the Illumina HiSeq4000 platform (50-nt) at the Research Technology Support Facility Genomics Core at Michigan State University. The quality of raw reads was evaluated using FastQC (version 0.11.5). Reads were cleaned for quality and adapters with Cutadapt (version 1.8.1)^68^ using a minimum base quality of 20 retaining reads with a minimum length of 30 nucleotides after trimming. Quality-filtered reads were aligned to the Col-0 reference genome (TAIR10) using Bowtie (version 2.2.4)^69^ and TopHat (version 2.0.14)^70^ with a 10-bp minimum intron length and 15,000-bp maximum intron length. Fragments per kilobase exon model per million mapped reads (FPKM) were calculated using TAIR10 gene model annotation with Cufflinks (version 1.3.0)^71^. Per-gene read counts were measured using HTSeq (version 0.6.1p1)^72^ in the union mode with a minimum mapping quality of 20 with stranded = reverse counting. Differential gene expression analysis was performed in each sample relative to the mock control using DESeq2 (version 1.16.1)^73^ within R (version 3.4.0). Genes of which the total count is <100 were not included in the analysis. DEGs were obtained based on adjusted ﻿*P* value <0.01 and absolute Log_2_FC > 1. Among DEGs identified in one or more genotypes at one or more time-points (*n* = 6670), DDEGs were obtained based the pairwise comparison of each DEG between Col-0 and *bzip28-2*, Col-0 and *bzip60-2*, or *bzip28-2* and *bzip60-2* with two-tailed Student *t*-test *P* < 0.01. For visualization purposes, tdf files of each replicate file were generated using igv tools (version 2.3.26) with the command “count” and loaded to Integrative Genome Browser (version 2.5.0)^74^. GO enrichment analysis was performed using agriGO (version 2.0) (http://systemsbiology.cau.edu.cn/agriGOv2/)^75^ with a false-discovery rate adjusted *P* < 0.05 (hypergeometric test) as a cutoff. Biological process GO categories were analyzed and the heatmap of GO analysis was produced using R package ggplot2. To validate the RNA-seq profiling, we performed quantitative RT-PCR (qRT-PCR) for 11 genes including seven known UPR biomarker genes and four downstream genes identified or will be identified below. We generated a total of 93 data points (Log_2_[Tm/DMSO]) across the time-points and genotypes (Supplementary Fig. 2b), which significantly correlated with those measured by the RNA-seq analysis (PCC = 0.947, *P* < 2.2 × 10^−16^).

### Coexpression analysis

Coexpression network was built using the WGCNA R package^36^. All DEGs obtained from the DESeq2 analysis with the strict criteria (total read count across six samples [three for Tm-treated and three for DMSO-treated] >100, adjusted ﻿*P* < 0.01 and absolute Log_2_-transformed fold change >1) were considered. Log_2_-transformed DESeq2-normalized fold-changes (Tm/DMSO) served as input. Through empirical optimizations, a soft-power threshold of 18 was selected to create a signed network of a Spearman correlated matrix. Topographical overlap matrices (TOMs) were constructed using TOMsimilarityFromExpr() function with default parameter. The TOM scores were used as edge weights in the analysis. Coexpression modules were constructed through hierarchical clustering the TOM distance using flashClust() function with (method = “average”). Modules were derived using the cutreeDynamic() function with 25 of minimum module size, and similar modules were merged into a single module using mergeCloseModules() function with (cutHeight = 0.05). Network visualization was achieved using the Cytoscape software (version 3.6.1) with a cutoff of the weight parameter obtained from the WGCNA, set at 0.2.

### Chromatin immunoprecipitation (ChIP) assays, ChIP-qPCR, ChIP-seq library preparation

ChIP was performed using a modified protocol based on general methods previously described^76^. Whole seedlings harvested at 0, 12, and 24 h of ER stress recovery in three biological replicates were completely submerged in freshly prepared pre-chilled crosslinking buffer (0.4 M Sucrose, 10 mM Tris-HCl pH 8.0, 1 mM EDTA, 1 mM PMSF, and 1% Formaldehyde) in 50 mL conical tubes. The samples were subjected to a vacuum infiltration for 15 min and another for 5 min with glycine (125 mM final concentration). After the crosslinking buffer was removed, the crosslinked tissues were briefly rinsed with prechilled sterilized water, dried by gently blotting between paper towels, immediately frozen in the liquid nitrogen, and stored at −80 °C for the next steps. The frozen tissues were ground to a fine powder in liquid nitrogen using a prechilled motor and pestle. The tissue powder was homogenized in 30 mL of pre-chilled nuclei isolation buffer A (0.4 M Sucrose, 10 mM Tris-Cl pH 8.0, 1 mM PMSF, 5 mM β-Mercaptoethanol and 1× Protease inhibitor cocktail [Sigma-Aldrich, St. Louis, MO, USA; cat# P2714]) at 4 °C for 30 min. Homogenized tissue powder was filtered through Miracloth and then centrifuged at 4 °C with 2880 *g* for 20 min. After centrifugation, the supernatant was discarded and pellets were resuspended in 1 mL of pre-chilled nuclei isolation buffer B (0.25 M Sucrose, 10 mM MgCl_2_, 1% Triton X-100, 10 mM Tris-Cl pH 8.0, 1 mM PMSF, 5 mM β-Mercaptoethanol and 1× Protease inhibitor cocktail [Sigma-Aldrich, St. Louis, MO, USA; cat# P2714]). The suspension was centrifuged at 4 °C with 12,000 *g* for 10 min. After centrifugation, the supernatant was discarded, and pellets were resuspended in 300 µL of pre-chilled nuclei isolation buffer C (1.7 M Sucrose, 2 mM MgCl_2_, 0.15% Triton X-100, 10 mM Tris-Cl pH 8.0, 1 mM PMSF, 5 mM β-Mercaptoethanol and 1× Protease inhibitor cocktail [Sigma-Aldrich, St. Louis, MO, USA; cat# P2714]). The suspension was added to the top of 1.5 mL cold nuclei isolation buffer C and centrifuged at 4 °C with 16,000 *g* for 1 h. After centrifugation, the pellet was resuspended in 310 µL of pre-chilled nuclei lysis buffer (50 mM HEPES, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM PMSF, 1% SDS, 0.1% Na deoxycholate, 1% Triton X-100, 1 µg/mL Pepstatin A [Sigma-Aldrich, St. Louis, MO, USA; cat# P5318] and 1× Protease inhibitor cocktail [Sigma-Aldrich, St. Louis, MO, USA; cat# P2714]). After isolation, chromatin was fragmented using Covaris M220 sonicator (Covaris, Woburn, MA, USA) with settings of three cycles of PIP-50, duty factor 20% time-70s at 4 °C. Immunoprecipitation (IP) was performed with a polyclonal anti-GFP antibody (Abcam, Cambridge, UK; cat# ab290; 1/200 dilution). For each ChIP sample, a mock (no antibody) and input (no IP) were included for control experiments. About 2 µL purified DNA of ChIP, mock and input samples, which was diluted by fourfold, was used for qPCR analysis in an ABI7500 machine (Applied Biosystems, Foster City, CA, USA) using Fast SYBR Green Master Mix (Life Technologies, Carlsbad, CA, USA). The enrichment of amplicons from ChIP DNA samples was normalized relative to one of the corresponding input DNA samples. Three technical replicates were assayed for each of the three biological replicates. The list of primers used in ChIP-qPCR is provided in Supplementary Table 1. The final purified ChIP and input DNAs were quantified using the ﻿Qubit fluorometer (Thermo Fisher Scientific, Carlsbad, CA, USA), and subjected to ChIP-seq libraries construction in two biological replicates using the NEBNext Ultra II DNA Library Prep Kit (New England BioLabs, Beverly, MA, USA) according to manufacturer’s protocol. The suitable size distribution of libraries was confirmed using the 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Multiplexed libraries were sequenced in single-end mode on the Illumina HiSeq4000 platform (50-nt) at the Research Technology Support Facility Genomics Core at Michigan State University.

### ChIP-seq data analysis

The guideline and analysis pipeline provided by the ENCODE project^42^ was adapted to our ChIP-seq analysis with several modifications optimized for the dataset. The quality of raw ChIP-seq reads was evaluated using FastQC (version 0.11.5). Reads were cleaned for quality and adapters with Cutadapt (version 1.8.1)^68^ using a minimum base quality of 20 retaining reads with a minimum length of 30 nucleotides after trimming. Quality-filtered reads were aligned to the Col-0 reference genome (TAIR10) using Bowtie (version 1.1.2)^77^ with parameters “-n 2 -m 3 -k 1 –threads 7 –best –chunkmbs 256 -q”. Duplicated reads were removed using Samtools (version 1.8)^78^. Peak calling was performed using MACS2 (version 2.1.2)^79^ in individual samples with input samples pooled for each of DMSO- and Tm-treated samples and with a relaxed threshold of *P* value (–*p* value = 1e-2), as recommended by the IDR pipeline (https://sites.google.com/site/anshulkundaje/projects/idr). Peaks across replicates with an IDR <0.05 were retained for further analysis. To obtain binding peaks with high-confidence, we applied two parameters to IDR-filtered peaks; (1) a peak called in Tm samples that was overlapped with a peak in the corresponding DMSO-treated samples by >30% was eliminated, (2) Among the peaks that were overlapped with peaks in DMSO-treated sample, if its *P* float (eighth column in the IDR output file) in the Tm-treated sample was higher than the corresponding peak in the DMSO-treated sample by greater than threefold, the peak was retained and named as a UPR-specific binding peak. UPR-specific binding peaks obtained at each time-point were merged into a single list for further analysis and were annotated using the ChIPseeker and the GenomicFeatures R Package (version 3.4.0)^80^. ﻿For visualization purposes, bigwig files (using pooled data across biological replicates) were generated by deepTools suite (https://deeptools.readthedocs.io/en/develop/)^81^ with the command “bamCoverage”; read coverage was normalized as RPKM (Reads Per Kilobase per Million reads). ChIP-seq tracks were visualized in Integrative Genome Browser (version 2.5.0)^74^. ChIP-seq metaplot was generated from the merged single file by deepTools suite with the commands “bamCompare” and “plotProfile”. UPR-specific binding peaks were mapped to the vicinity of a coding sequence (<1-kb), generating a total of 440 bZIP28- and 356 bZIP60-bound genes, respectively. GO enrichment analysis was performed as described in RNA-seq analysis.

### Motif discovery and enrichment analysis

All motif analyses presented in this study were performed using various tools of the MEME suite (version 5.0.5) (http://meme-suite.org) with default parameters and modifications indicated elsewhere. Random model letter frequencies were calculated based on GC content in the Arabidopsis genome (https://genomevolution.org/wiki/index.php/Plant_genome_GC_content) and used for the following analyses. 1-kb upstream sequence of the transcription start sites (TSS), hereafter called 1-kb promoter, in the TAIR10 Arabidopsis genome annotation was used. Enrichment of canonical CREs in response to ER stress on the promoters of DDEGs was investigated using AME^82^. For this analysis, one mismatch was allowed for each CRE except for UPRE-I. De novo motif discovery in 1-kb promoter of DDEGs was performed using MEME^83^. To eliminate any de novo motifs not specific to DDEGs, 201, which is the median number of DDEGs across all pairwise comparisons, DEGs were randomly selected and served as a control for the analyses. The similarity of enriched motifs with the Plant Cistrome Database^84^ was assessed using TOMTOM^85^. De novo motif discovery in UPR-specific binding peaks of bZIP28 and bZIP60 from the ChIP-seq analyses was carried out using MEME-ChIP^86^. For this analysis, UPR-specific binding peaks obtained at each time-point were combined, creating union sets of peaks for bZIP28 and bZIP60. Then, 250-bp sequence upstream and downstream of the summit in each of the combined peaks was obtained from the TAIR10 Arabidopsis genome annotation; for peaks that had multiple sub-peaks, one that had the highest of -Log_10_P was selected. The enrichment distribution of ERSE-I in UPR-specific binding peaks was analyzed using CentriMo^87^.

### Statistics and reproducibility

For experimental analyses, a two-tailed Student’s *t*-test was used to obtain *P* values in this study using the R function and values of *P* < 0.05 were considered statistically significant. The number of samples is indicated in the respective Figure legends: *n* (number of biological replicates) = 3 (~50 seedlings per replicate), Fig. 1b; *n* = 3 (12 seedlings per replicate), Fig. 1c and Supplementary Fig. 3a, d, g; *n* = 5 (6 seedlings per replicate), Fig. 1d and Supplementary Figs. 1b, 3b; *n* = 3–5 (6 seedlings per replicate), Fig. 5a; *n* (number of biological replicates) = 4–5 (3–5 seedlings per replicate), Fig. 5b; *n* = 10 (2 seedlings per replicate), Supplementary Fig. 1c; *n* = 3 (~100 seedlings per replicate), Supplementary Fig. 2f; *n* = 6–8, Supplementary Fig. 6. No data points were removed from the statistical analyses as outliers. Results were confirmed in at least two independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

Data supporting the findings of this study are available within this paper and its Supplementary Information files. RNA-seq and ChIP-seq data supporting the finding of this study have been deposited in the NCBI Gene Expression Omnibus and are accessible through the GEO series accession code GSE146723. The source data, which consists of an excel spreadsheet, are provided in Supplementary Data 6.

# Supplementary material for: Advanced genomics identifies growth effectors for proteotoxic ER stress recovery in Arabidopsis thaliana
**Source:** Commun Biol. 2022 Jan 11;5:16. doi: 10.1038/s42003-021-02964-8
**Supplement:** Supplementary file 2 — Supplementary information

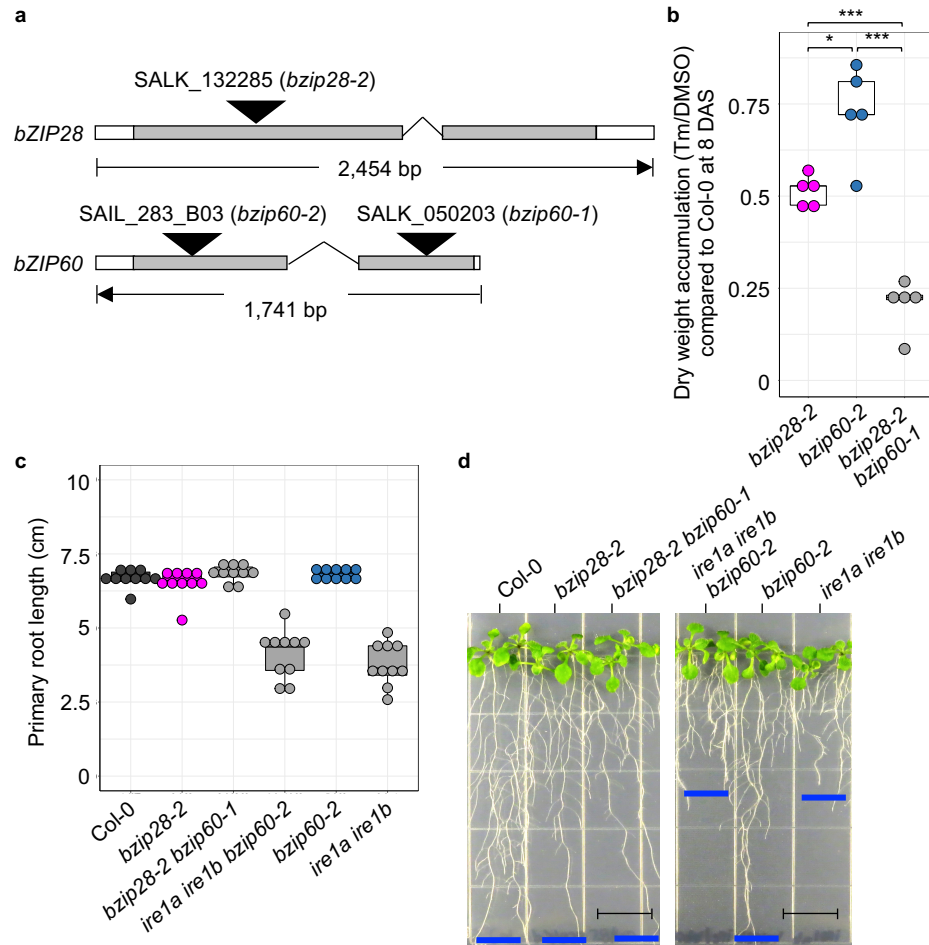

**Supplementary Figure 1. Characterization of primary root growth of Col-0, *bzip28-2*, *bzip60-2* and *bzip28-2 bzip60-1* in ER stress recovery.** **a** Schematic illustration of insertions of T-DNA in *bZIP28* and *bZIP60*. The allele names are specified with parenthesis. **b** Relative dry weight accumulation in ER stress recovery. The seedlings at 8 DAS in Fig. 1d were collected and analyzed.  $n = 5$  (6 seedlings per replicate).  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  (two-tailed Student's *t*-test). **c**, **d** Comparison of primary root growth among loss-of-function mutants of UPR regulator genes under the normal growth condition. Seeds were sown on growth media plates grown for 12 days. **(c)** Quantification.  $n = 10$  (2 seedlings per replicate). **(d)** Representative photos of **(c)**. Blue lines indicate the tip of the primary root. Scale bar (black line) = 1.4 cm. In boxplots, each box is bounded by the lower and upper quartiles from which the whisker extends 1.5× the interquartile range, and central bars represent the medians. The source data of **b**, **c** is provided in Supplementary Data 6.

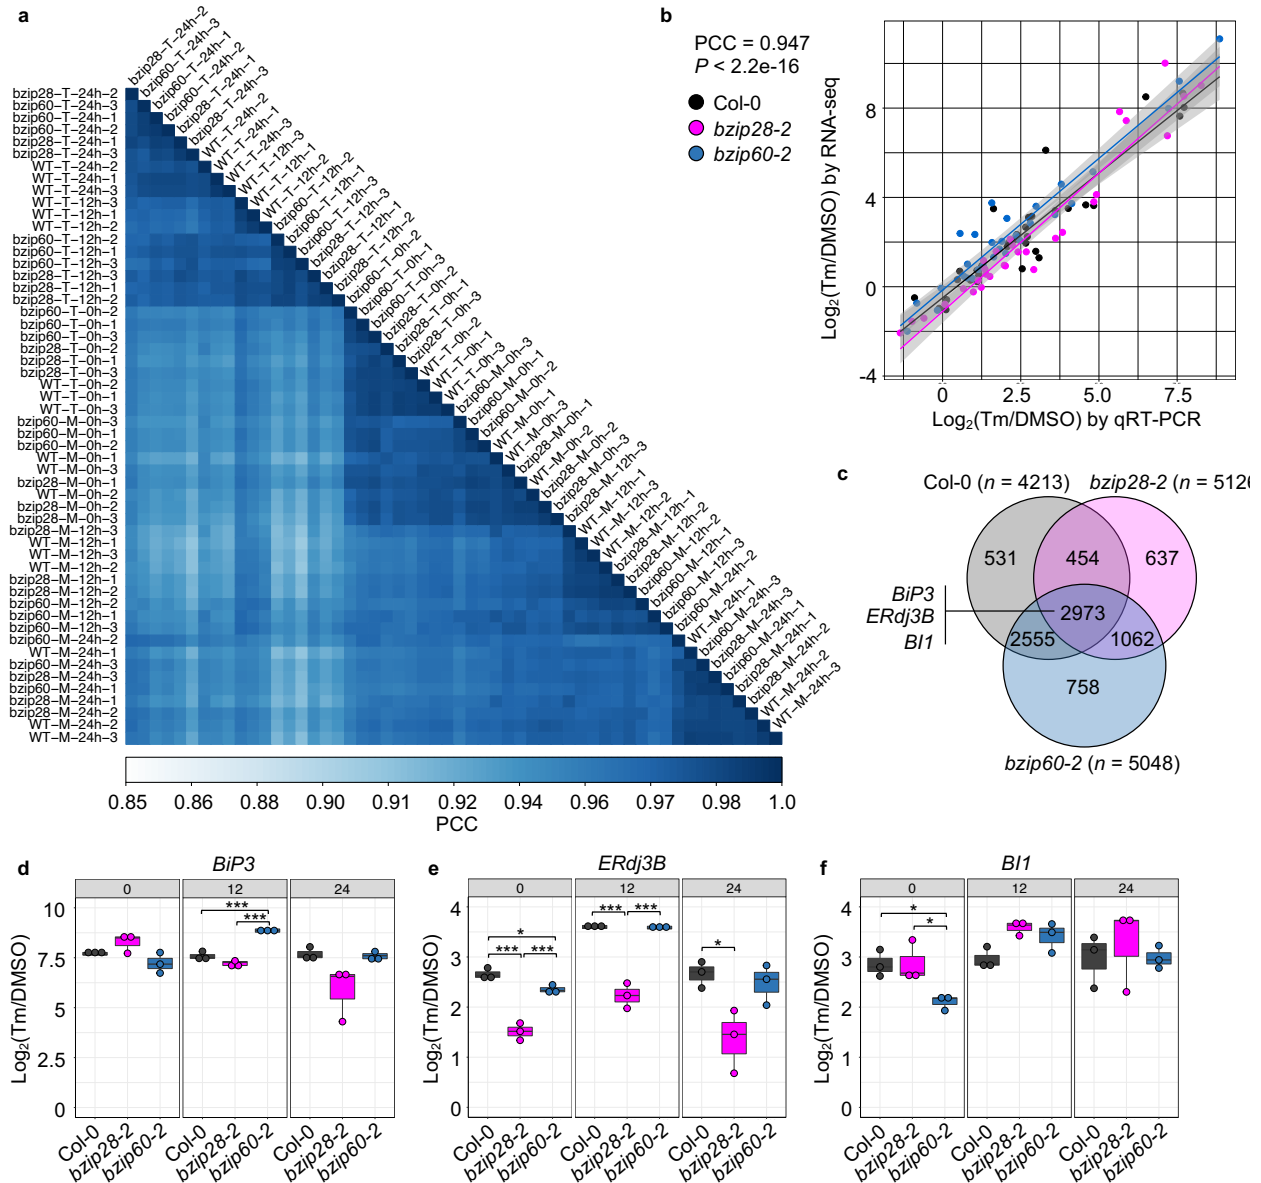

**Supplementary Figure 2. High reproducibility of our RNA-seq dataset and Genotype-dependent regulation of UPR biomarker genes during the time-course of ER stress recovery.** **a** Heatmap shows the Pearson correlation coefficient (PCC) of gene expression for all samples analyzed in this study. Genes with fragments per kb exon model per million mapped fragments (FPKM) > 1 in at least one sample were log<sub>2</sub>, +1 transformed before the analyses. The color scale indicates the Pearson correlation coefficient. Samples were hierarchically clustered based on their pairwise correlations. T, Tm-treated sample. M, Mock-treated sample. The last number of each sample indicates the order of biological replicate. **b** Validation of the differential expression of the UPR (7 genes) and downstream genes (4 genes). A total of 93 data points of Log<sub>2</sub>FC was obtained by qRT-PCR in the same RNA samples used for the RNA-seq. The scatter plot shows a high Pearson correlation coefficient of the values between RNA-seq and qRT-PCR. A full list of genes and primer information is available in Table S1. **c** Venn diagram depicting DEGs in Col-0, *bzip28-2* and *bzip60-2*. The total numbers of DEGs in each genotype are shown in parentheses. **d-f** Expression levels (Log<sub>2</sub>(Tm/DMSO)) of *BiP3* (**d**), *ERdj3B* (**e**), *Bi1* (**f**) in each genotype at each time-point in the RNA-seq data.  $n = 3$  (12 seedlings per replicate). \* $P < 0.05$ , \*\*\* $P < 0.001$  (two-tailed Student's *t*-test). In boxplots, each box is bounded by the lower and upper quartiles from which the whisker extends 1.5× the interquartile

range, and central bars represent the medians. The source data of **a**, **b** and **d-f** is provided in Supplementary Data 6.

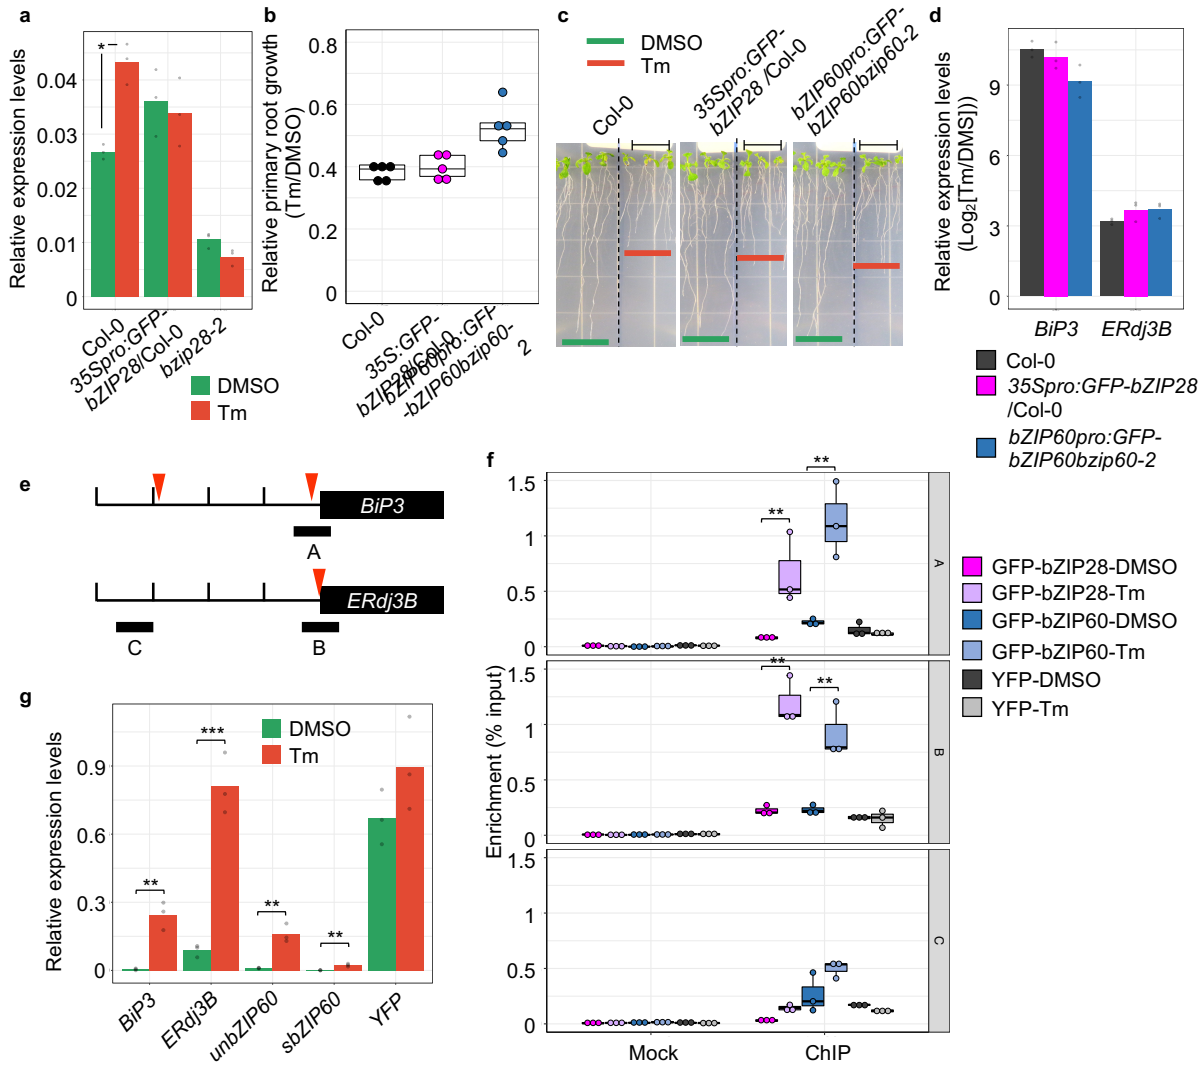

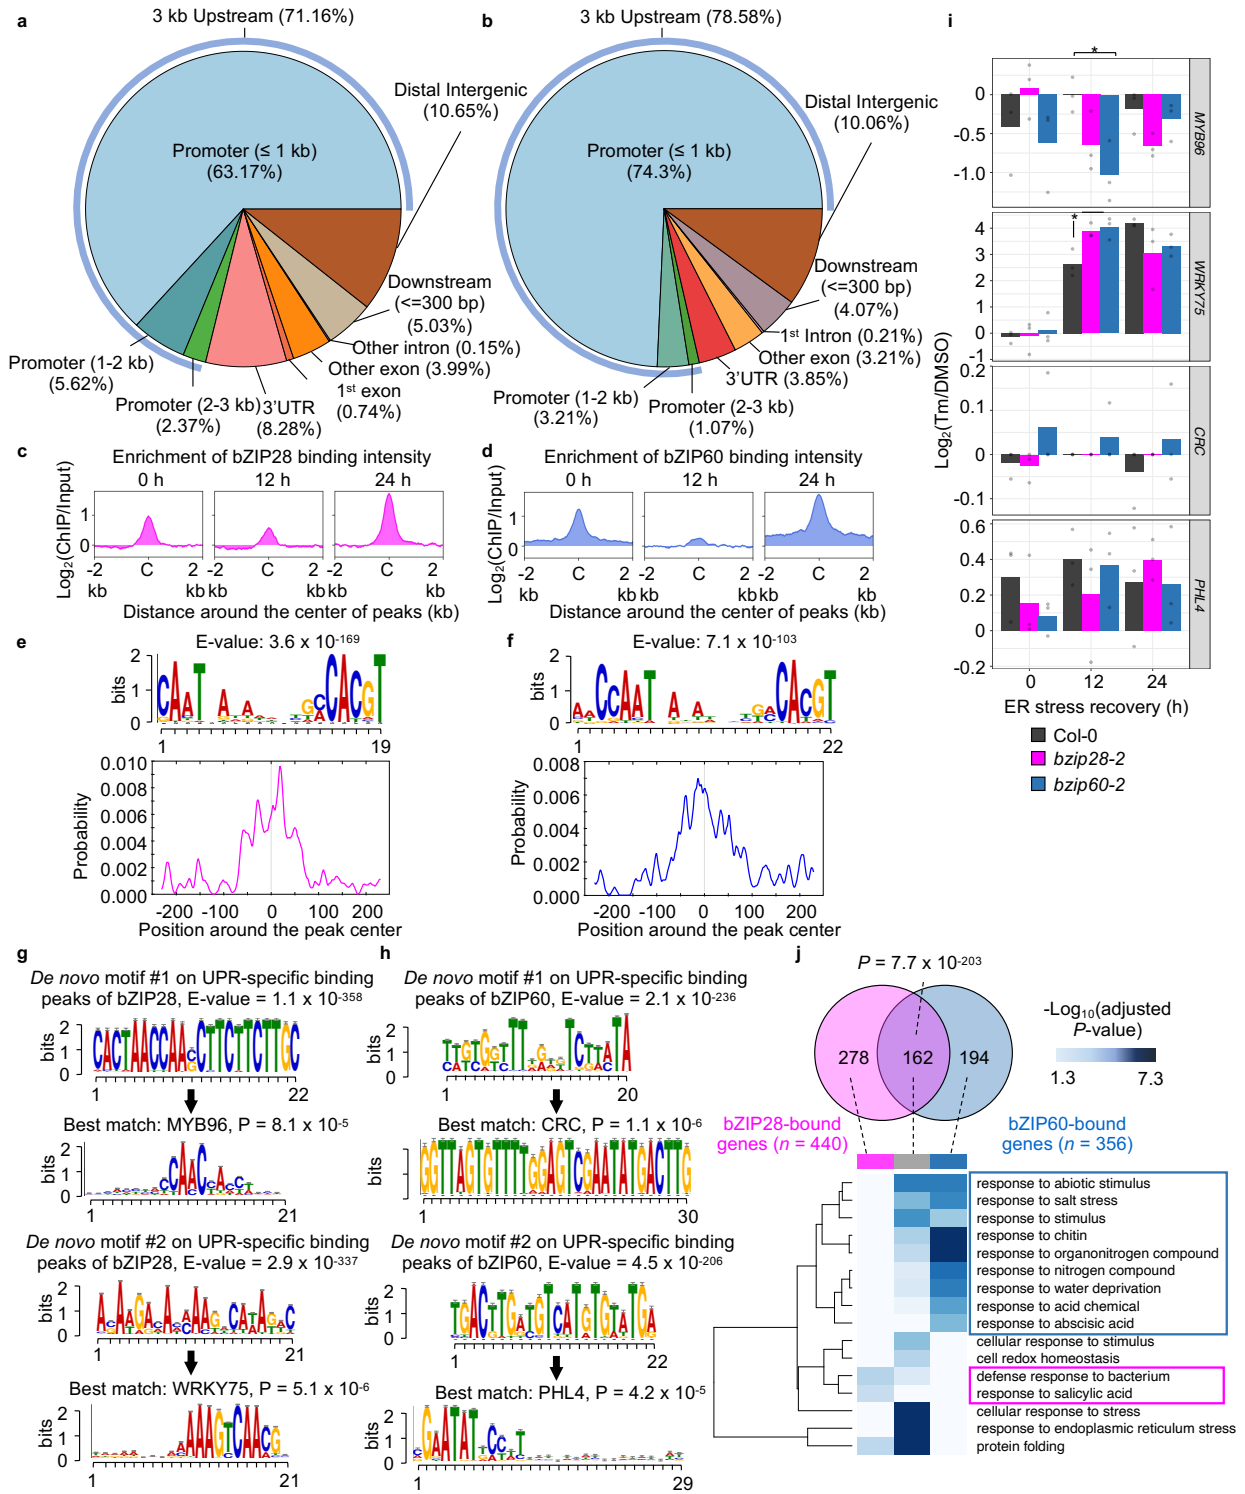

**Supplementary Figure 4. Genome-wide DNA-binding profiles of bZIP28 and bZIP60 during ER stress recovery.** **a, b** Distribution of bZIP28 and bZIP60 UPR-specific binding peaks relative to the gene structure. Pie charts depicting genomic features of binding peaks of bZIP28 (676 peaks) (**a**) and bZIP60 (467 peaks) (**b**). Most UPR-specific binding peaks (63.17%, bZIP28; 74.3%, bZIP60) were in the proximal gene promoters (i.e., within 1-kb of the transcription start site). **c, d** Metaplots depicting ChIP-seq signals of bZIP28 and bZIP60 at each time-point. Normalized enrichments were plotted around  $\pm 2$ -kb from peak

centers. C: center of peaks. We observed similar temporal changes of bZIP28- and bZIP60-binding signals (input-normalized ChIP-seq signals), whereby an initial binding peak at 0 h was followed by a substantial decline at 12 h, and another peak at 24 h of ER stress recovery. **e, f** Enrichment of ERSE-I in UPR-specific binding peaks of bZIP28 (**e**) and bZIP60 (**f**). The CentriMo plots displayed the distribution of ERSE-I at the peak summits. Note that ERSE-I locates in ~10-bp right and left side of the summit of bZIP28 and bZIP60 UPR-specific binding peaks, respectively. **g, h** Top-ranked other TF motifs enriched in UPR-specific binding peaks of bZIP28 (**g**) and bZIP60 (**h**) are shown at the top along with E-value. The top matched motif in the Plant Cistromes Database<sup>84</sup> for each *de novo* motif is shown at the bottom along with *P*-value for statistical similarity. The analysis revealed other TF-binding motifs that were exclusively enriched in either bZIP28 or bZIP60 UPR-specific binding peaks. For example, TF binding motifs that were significantly similar to those of an R2R3-type MYB96 or WRKY75 were identified in bZIP28 UPR-specific binding peaks, but not in bZIP60 UPR-specific binding peaks. Conversely, TF binding motifs significantly similar to those of CRABS CLAW (CRC), a YABBY TF or Phosphate Starvation Response1-Like 4 (PHL4), a G2-like TF, were enriched only in bZIP60 UPR-specific binding peaks. **i** Expression changes represented by Log2(Tm/DMSO) of MYB96, WRKY75, CRC and PHL4 in each genotype at each time-point analyzed in the RNA-seq data. *n* = 3 (12 seedlings per replicate). \**P* < 0.05 (two-tailed Student's *t*-test). Interestingly, among them, the expression of MYB96 and WRKY75 were significantly altered in *bzip60-2* during ER stress recovery, suggesting a bZIP60-dependent transcriptional signal cascade affecting DNA-binding activities of bZIP28. **j** GO terms enriched in bZIP28-exclusively, shared and bZIP60-exclusively bound genes. The Venn diagram shows the number of bZIP28-exclusively, shared and bZIP60-exclusively bound genes. The total number of each set of genes is presented in parentheses. The adjusted *P*-value of the overlap between bZIP28- and bZIP60-bound genes was calculated using the hypergeometric test. GO terms associated with abiotic and biotic stress are marked by blue and magenta boxes, respectively. Among these genes, 162 genes were bound by both bZIP28 and bZIP60 (significant overlap validated by hypergeometric test, *P* =  $7.7 \times 10^{-203}$ ), including *BiP3* and *ERdj3B*, and showed a strong enrichment of GO terms associated with ER stress. In addition, 278 and 194 genes were exclusively bound by bZIP28 and bZIP60 and were enriched with distinct GO terms (e.g., biotic stress- vs. abiotic stress-related processes). A full list of GO terms is provided in Supplementary Data 5. The source data of **i, j** is provided in Supplementary Data 6.

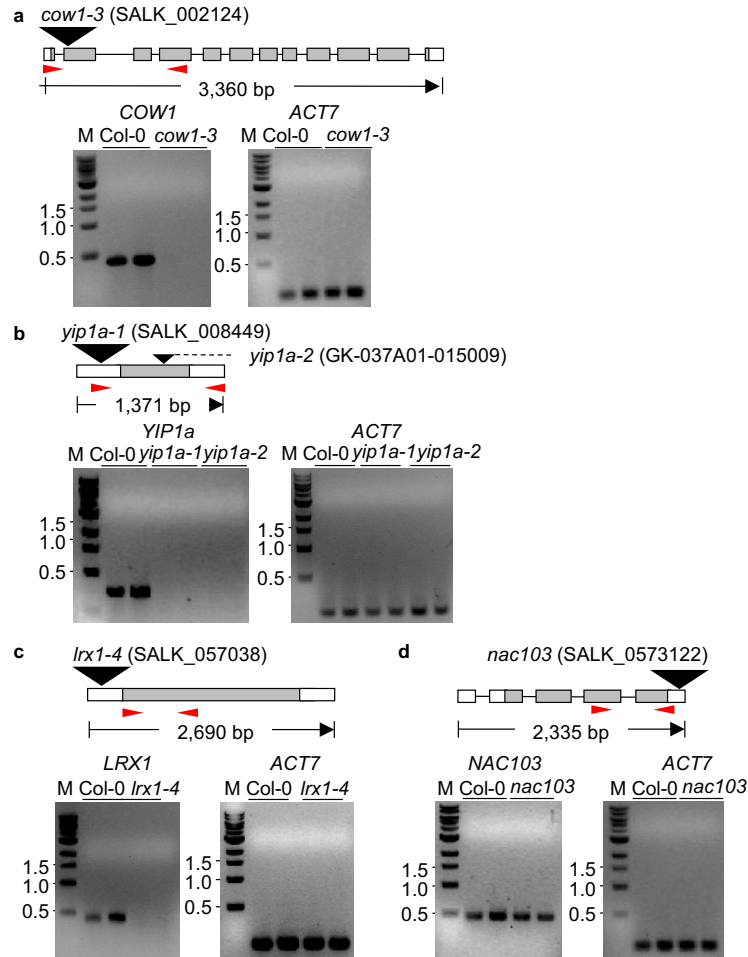

**Supplementary Figure 5. Confirmation of gene knock-out in the loss-of-function mutants of predicted hub genes in the pink module. a-d** Expression of the corresponding native gene in the mutant alleles of *COW1* (a), *Yip1a* (b), *LRX1* (c) and *NAC103* (d). A schematic representation of the T-DNA insertion is shown on the top. RT-PCR results on uncropped gels are shown at the bottom. *ACTIN7* (*ACT7*) serves as a loading control. PCR primer pairs are indicated by red arrowheads. M indicates the size marker. The DNA ladder size (kb) is indicated on the left of each uncropped gel.

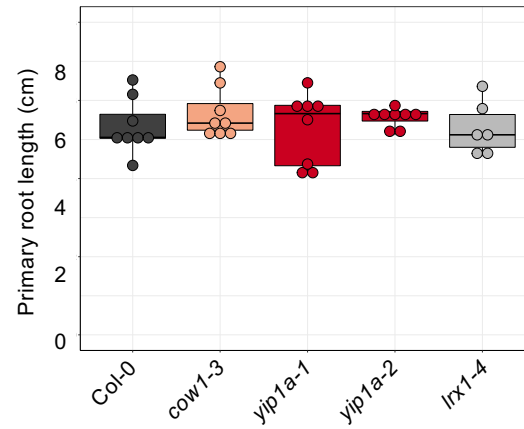

**Supplementary Figure 6. Growth length of the primary root length of selected mutants for the pink module genes in normal conditions.** Primary root growth in the loss-of-function mutants under normal conditions.  $n = 6-8$ . Seeds germinated and grew for 10 days under normal growth conditions. The source data is provided in Supplementary Data 6.

**Supplementary Table 1. List of primers used in this study are shown below.** Ori, orientation. F, forward. R, reverse.

| Gene name           | Gene ID   | Sequence (5' to 3')                    | Ori | Description                |
|---------------------|-----------|----------------------------------------|-----|----------------------------|
| SALK T-DNA LB1.3    | -         | ATTTTGCCGATTTTCGGAAC                   | F   | T-DNA specific primer      |
| SAIL T-DNA Lb       | -         | GCCTTTTCAGAAATGGATAAATAGCCTT<br>GCTTCC | F   | T-DNA specific primer      |
| WiscDsL<br>ox T-DNA | -         | AACGTCCGCAATGTGTTATTAAGTTGTC           | F   | T-DNA specific primer      |
| GABI-LB-8474        | -         | ATAATAACGCTGCGGACATCTACATTTT           | F   | T-DNA specific primer      |
| bZIP28              | AT3G10800 | TTTATCATCATTTTGGTCGCC                  | F   | Genotyping of bzip28-2, LP |
| bZIP28              | AT3G10800 | TATCCCCTAACAGGATACGGC                  | R   | Genotyping of bzip28-2, RP |
| bZIP60              | AT1G42990 | GGAAGAAAAGTCCTCTCGGAG                  | F   | Genotyping of bzip60-1, LP |
| bZIP60              | AT1G42990 | CACAGCATCATCGTCTCCTTC                  | R   | Genotyping of bzip60-1, RP |
| bZIP60              | AT1G42990 | CAAAGATTGGCTCGTCTGAAC                  | F   | Genotyping of bzip60-2, LP |
| bZIP60              | AT1G42990 | TGCTTGCGTATCTTGTGATATG                 | R   | Genotyping of bzip60-2, RP |
| IRE1a               | AT2G17520 | CAAAATCTTCAGTGCTAGCGG                  | F   | Genotyping of ire1a, LP    |
| IRE1a               | AT2G17520 | TATCTCCGATCCATCGTTGAC                  | R   | Genotyping of ire1a, RP    |
| IRE1b               | AT5G24360 | CCTCTCGAACCCTTCAGGTAC                  | F   | Genotyping of ire1b, LP    |
| IRE1b               | AT5G24360 | GAAGGAAAACGGACATCCTTC                  | R   | Genotyping of ire1b, RP    |
| COW1                | AT4G34580 | TCTTTCCTCCATTGGATCATG                  | F   | Genotyping of cow1-3, LP   |
| COW1                | AT4G34580 | ATCATTTCTCATGCGATTTG                   | R   | Genotyping of cow1-3, RP   |
| COW1                | AT4G34580 | ATGGCTGAGACCAAACCTG                    | F   | RT-PCR                     |
| COW1                | AT4G34580 | CTCCATGATAGCCTTGAGGGT                  | R   | RT-PCR                     |
| Yip1a               | AT2G36300 | ACCAAGCTCGTACACGTATGG                  | F   | Genotyping of yip1a-1, LP  |
| Yip1a               | AT2G36300 | TATCACGGTGGAACGTAAAG                   | R   | Genotyping of yip1a-1, RP  |
| Yip1a               | AT2G36300 | GCAACATCAATTCCAATACTCTCA               | F   | Genotyping of yip1a-2, LP  |
| Yip1a               | AT2G36300 | ATCTCTTTGCTGATTTGGTGAGAT               | R   | Genotyping of yip1a-2, RP  |
| Yip1a               | AT2G36300 | TGAAACGTCACGAACGTGTG                   | F   | RT-PCR                     |
| Yip1a               | AT2G36300 | TGGATGGATACCGAGCTCGT                   | R   | RT-PCR                     |
| LRX1                | AT1G12040 | CTCCCTTTGCTTTGATGACAG                  | F   | Genotyping lrx1-4, LP      |

|         |           |                              |   |                          |
|---------|-----------|------------------------------|---|--------------------------|
| LRX1    | AT1G12040 | ATTTGGTGTGCTGATTCAGG         | R | Genotyping of lrx1-4, RP |
| LRX1    | AT1G12040 | GCGACTTGGGCAGTGATATC         | F | RT-PCR                   |
| LRX1    | AT1G12040 | CTCGTTGTAGCGGAGATCCA         | R | RT-PCR                   |
| NAC103  | AT5G64060 | ACCAGTCTAGCTGCTAAGGCC        | F | Genotyping of nac103, LP |
| NAC103  | AT5G64060 | GATGAAAGTCGCAAAGCAAAG        | R | Genotyping of nac103, RP |
| NAC103  | AT5G64060 | GGTGGCGAGTTAAATTTCGATG       | F | RT-PCR                   |
| NAC103  | AT5G64060 | GCTCCACTACTGGACGTTTT         | R | RT-PCR                   |
| YFP     | -         | AGCAGAAGAACGGCATCAA          | F | qRT-PCR                  |
| YFP     | -         | GGGTGTTCTGCTGGTAGTG          | R | qRT-PCR                  |
| bZIP28  | AT3G10800 | CGTCATCAGTCTCCAGCATTTC       | F | qRT-PCR                  |
| bZIP28  | AT3G10800 | CTTGCCGTGGGTAGTGACATT        | R | qRT-PCR                  |
| sbZIP60 | AT1G42990 | GGAGACGATGATGCTGTGGCT        | F | qRT-PCR                  |
| sbZIP60 | AT1G42990 | CAGGGAACCCAACAGCAGACT        | R | qRT-PCR                  |
| ubZIP60 | AT1G42990 | CAGGGATTCCAACAAGAGCACAG      | R | qRT-PCR                  |
| BiP3    | AT1G09080 | CGAAACGTCTGATTGAAGAA         | F | qRT-PCR                  |
| BiP3    | AT1G09080 | GGCTTCCCATCTTTGTTTAC         | R | qRT-PCR                  |
| ERdj3A  | AT3G08970 | GTGAAAGCGAAGAGCGTTGAT        | F | qRT-PCR                  |
| ERdj3A  | AT3G08970 | TCACGCTGCTTTGCATCCT          | R | qRT-PCR                  |
| ERdj3B  | AT3G62600 | GGAGGAGGCGGCATGAATAT         | F | qRT-PCR                  |
| ERdj3B  | AT3G62600 | TCCATCGAACCTCCACCAAA         | R | qRT-PCR                  |
| IRE1A   | AT2G17520 | AGACCCTGATTTACGTCCTAGC       | F | qRT-PCR                  |
| IRE1A   | AT2G17520 | CCGACAAGTTCTGAATTTCCG        | R | qRT-PCR                  |
| PDIL1-1 | AT1G21750 | AAGTGGTCCTGCTTCTGTTGAA       | F | qRT-PCR                  |
| PDIL1-1 | AT1G21750 | TTGAACAGCCTCACTGCAGGT        | R | qRT-PCR                  |
| UBQ10   | AT4G05320 | GGCCTTGTATAATCCCTGATGAATAAG  | F | qRT-PCR                  |
| UBQ10   | AT4G05320 | AAAGAGATAACAGGAACGGAAACATAGT | R | qRT-PCR                  |
| COW1    | AT4G34580 | AAGAGTTGACTGAGACCAAGAAG      | F | qRT-PCR                  |
| COW1    | AT4G34580 | CAGCCTCTTGCTTTATGATCTCA      | R | qRT-PCR                  |
| YIP1a   | AT2G36300 | TACGAGCTTGGTCGGATACT         | F | qRT-PCR                  |
| YIP1a   | AT2G36300 | CAAAGCCGCAAGCACAAA           | R | qRT-PCR                  |
| P58IPK  | AT5G03160 | TGACAGAGGAGAGGATCTTGA        | F | qRT-PCR                  |
| P58IPK  | AT5G03160 | CCCTCGAAATGGAAAGTGATTG       | R | qRT-PCR                  |
| SEC31B  | AT1G18830 | AAACTCACTCAGCTCTGTCAAG       | F | qRT-PCR                  |
| SEC31B  | AT1G18830 | AGAACTGCACTCATCCCATTCT       | R | qRT-PCR                  |
| BiP3    | AT1G09080 | CACGTGTCTGCTTGTGATTG         | F | ChIP-qPCR                |
| BiP3    | AT1G09080 | CGTATTTAGCCTCGGTAGAGTG       | R | ChIP-qPCR                |
| ERdj3B  | AT3G62600 | AGAACAGTCAGCGATTTCGAC        | F | ChIP-qPCR                |
| ERdj3B  | AT3G62600 | TGCAATGCTTAACCAATCAGG        | R | ChIP-qPCR                |
| ERdj3B  | AT3G62600 | GGACCACTCGTGTGAGATG          | F | ChIP-qPCR                |
| ERdj3B  | AT3G62600 | GTCATATGTCAGGTCTCTTGATTCT    | R | ChIP-qPCR                |

# Supplementary material for: Advanced genomics identifies growth effectors for proteotoxic ER stress recovery in Arabidopsis thaliana
**Source:** Commun Biol. 2022 Jan 11;5:16. doi: 10.1038/s42003-021-02964-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** The normalized read values (FPKM) for gene expression in all samples. Sample name consists of genotype, treatment, time-point and biological replicate with hyphen. WT, Col-0. 28, bzip28-2. 60, bzip60-2.

**File name:** Supplementary Data 2

**Description:** Log2-transformed fold-change (Tm/DMSO) of DEGs in all genotypes at all timepoints and coexpression module membership. Sample name consists of genotype, time-point and biological replicate with hyphen. WT, Col-0. 28, bzip28-2. 60, bzip60-2. A full list of DDEGs at each time-point. Pvalues (Student's t-test) calculated expression log2FC (Tm/DMSO) are shown next to Gene ID.

**File name:** Supplementary Data 3

**Description:** A full list of enriched GO terms for each of coexpression modules depicted in Fig. 3b.

**File name:** Supplementary Data 4

**Description:** UPR-specific binding peaks of bZIP28 and bZIP60 at 0, 12 and 24 h of ER stress recovery.

**File name:** Supplementary Data 5

**Description:** A full list of GO terms for target genes of UPR-bZIP TFs in Supplementary Figure 4j.

**File name:** Supplementary Data 6

**Description:** Growth length of the primary root length of selected mutants for the pink module genes in normal conditions.

# Supplementary material for: Advanced genomics identifies growth effectors for proteotoxic ER stress recovery in Arabidopsis thaliana
**Source:** Commun Biol. 2022 Jan 11;5:16. doi: 10.1038/s42003-021-02964-8
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No special software was used for data collection.

Data analysis RNA-seq: The quality of raw reads was evaluated using FastQC (version 0.11.5). Reads were cleaned for quality and adapters with Cutadapt (version 1.8.1) using a minimum base quality of 20 retaining reads with a minimum length of 30 nucleotides after trimming. Quality-filtered reads were aligned to the Col-0 reference genome (TAIR10) using Bowtie (version 2.2.4) and TopHat (version 2.0.14) with a 10 bp minimum intron length and 15,000 bp maximum intron length. Fragments per kilobase exon model per million mapped reads (FPKM) were calculated using TAIR10 gene model annotation with Cufflinks (version 1.3.0). Per-gene read counts were measured using HTSeq (version 0.6.1p1) in the union mode with a minimum mapping quality of 20 with stranded=reverse counting. Differential gene expression analysis was performed in each sample relative to the mock control using DESeq2 (version 1.16.1) within R (version 3.4.0). Genes of which the total count is < 100 were not included in the analysis. DEGs were obtained based on adjusted  $P$ -value < 0.01 and absolute  $\text{Log}_2\text{FC}$  > 1. Among DEGs identified in one or more genotypes at one or more time-points ( $n = 6670$ ), DDEGs were obtained based the pairwise comparison of each DEG between WT and bz1p28, WT and bz1p60 or bz1p28 and bz1p60 with two-tailed Student  $t$ -test  $P < 0.01$ . For visualization purpose, tdf files of each replicate file were generated using igv tools (version 2.3.26) with the command "count" and loaded to Integrative Genome Browser (version 2.5.0). Gene ontology (GO) enrichment analysis was performed using agriGO (version 2.0) (<http://systemsbiology.cau.edu.cn/agriGOv2/>) with a false-discovery rate adjusted  $P < 0.05$  (hypergeometric test) as a cutoff. Biological process GO categories were analyzed and the heatmap of GO analysis was produced using R package ggplots. To validate the RNA-seq profiling, we performed quantitative RT-PCR (qRT-PCR) for 11 genes including seven known UPR biomarker genes and four downstream genes identified or will be identified below (Supplementary Fig. 3b). We generated a total of 93 data points ( $\text{Log}_2[\text{Tm}/\text{DMSO}]$ ) across the time-points and genotypes, which significantly correlated with those measured by the RNA-seq analysis ( $\text{PCC} = 0.947$ ,  $P < 2.2 \times 10^{-16}$ ).

ChIP-seq: The quality of raw ChIP-seq reads was evaluated using FastQC (version 0.11.5). Reads were cleaned for quality and adapters with Cutadapt (version 1.8.1) using a minimum base quality of 20 retaining reads with a minimum length of 30 nucleotides after trimming. Quality-filtered reads were aligned to the Col-0 reference genome (TAIR10) using Bowtie (version 1.1.2) with parameters "-n 2 -m 3 -k 1 --

threads 7 --best --chunkmbs 256 -q". Duplicated reads were removed using Samtools (version 1.8)<sup>78</sup>. Peak calling was performed using MACS2 (version 2.1.2) in individual samples with input samples pooled for DMSO-only and Tm treated samples and with a relaxed threshold of P-value (--pvalue=1e-2), as recommended by the IDR pipeline (<https://sites.google.com/site/anshulkundaje/projects/idr>). Peaks across replicates with an IDR < 0.05 were retained for further analysis. To obtain binding peaks with high-confidence, we applied two parameters to IDR-filtered peaks; (1) a peak called in Tm samples that was overlapped with a peak in the corresponding DMSO-only samples by > 30% was eliminated, (2) Among the peaks that were overlapped with peaks in DMSO-only sample, if its p-value float (8th column in the IDR output file) in the Tm treated sample was higher than the corresponding peak in the DMSO-only treated sample by greater than 3-fold, the peak was retained and named as a UPR-specific binding peak. UPR-specific binding peaks obtained at each time-point were merged into a single list for further analysis and were annotated using the ChIPseeker and the GenomicFeatures R Package. For visualization purpose, bigwig files (using pooled data across biological replicates) were generated by deepTools suite (<https://deeptools.readthedocs.io/en/develop/>) with the command "bamCoverage"; read coverage was normalized as RPKM (Reads Per Kilobase per Million reads). ChIP-seq tracks were visualized in Integrative Genome Browser (version 2.5.0). ChIP-seq metaplot was generated from the merged single file by deepTools suite with the commands "bamCompare" and "plotProfile". UPR-specific binding peaks were mapped to the vicinity of a coding sequence (<1 kb), generating a total of 440 bZIP28- and 356 bZIP60-bound genes, respectively. Gene ontology (GO) enrichment analysis was performed as described in RNA-seq analysis.

All other relevant data supporting findings of this paper are available upon request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq and ChIP-seq sequencing data is available at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO), with Accession number GSE146723. Processed data supporting the findings of this paper also are available within the paper and its Supplementary Information files.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

### Clinical trial registration

*Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

### Study protocol

*Note where the full trial protocol can be accessed OR if not available, explain why.*

### Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

### Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                                                 |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                                                                                                  |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146723>

## Files in database submission

28-0-D1\_chip.fastq.gz  
 28-0-D1\_input.fastq.gz  
 28-0-D2\_chip.fastq.gz  
 28-0-D2\_input.fastq.gz  
 28-0-T1\_chip.fastq.gz  
 28-0-T1\_input.fastq.gz  
 28-0-T2\_chip.fastq.gz  
 28-0-T2\_input.fastq.gz  
 28-12-D1\_chip.fastq.gz  
 28-12-D1\_input.fastq.gz  
 28-12-D2\_chip.fastq.gz  
 28-12-D2\_input.fastq.gz  
 28-12-T1\_chip.fastq.gz  
 28-12-T1\_input.fastq.gz  
 28-12-T2\_chip.fastq.gz  
 28-12-T2\_input.fastq.gz  
 28-24-D1\_chip.fastq.gz  
 28-24-D1\_input.fastq.gz  
 28-24-D2\_chip.fastq.gz  
 28-24-D2\_input.fastq.gz  
 28-24-T1\_chip.fastq.gz  
 28-24-T1\_input.fastq.gz  
 28-24-T2\_chip.fastq.gz  
 28-24-T2\_input.fastq.gz  
 60-0-D1\_chip.fastq.gz  
 60-0-D1\_input.fastq.gz  
 60-0-D2\_chip.fastq.gz  
 60-0-D2\_input.fastq.gz  
 60-0-T1\_chip.fastq.gz  
 60-0-T1\_input.fastq.gz  
 60-0-T2\_chip.fastq.gz  
 60-0-T2\_input.fastq.gz  
 60-12-D1\_chip.fastq.gz  
 60-12-D1\_input.fastq.gz  
 60-12-D2\_chip.fastq.gz  
 60-12-D2\_input.fastq.gz  
 60-12-T1\_chip.fastq.gz  
 60-12-T1\_input.fastq.gz  
 60-12-T2\_chip.fastq.gz  
 60-12-T2\_input.fastq.gz  
 60-24-D1\_chip.fastq.gz  
 60-24-D1\_input.fastq.gz  
 60-24-D2\_chip.fastq.gz  
 60-24-D2\_input.fastq.gz  
 60-24-T1\_chip.fastq.gz  
 60-24-T1\_input.fastq.gz  
 60-24-T2\_chip.fastq.gz  
 60-24-T2\_input.fastq.gz  
 ChIPseq\_bZIP28\_peaks\_0h.txt  
 ChIPseq\_bZIP28\_peaks\_12h.txt  
 ChIPseq\_bZIP28\_peaks\_24h.txt  
 ChIPseq\_bZIP60\_peaks\_0h.txt  
 ChIPseq\_bZIP60\_peaks\_12h.txt  
 ChIPseq\_bZIP60\_peaks\_24h.txt

## Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

## Replicates

Two biological replicates for each genotype in each treatment at each time-point

## Sequencing depth

Sample name/total reads/uniquely mapped reads/uniquely mapped reads with no duplicates  
 28-0-D1\_chip /44148143 /16846548 /2553470  
 28-0-D1\_input /42264802 /28969038 /7046455  
 28-0-D2\_chip /23603788 /8284776 /2042850  
 28-0-D2\_input /26543124 /15786175 /2641338  
 28-0-T1\_chip /55700654 /18667074 /4276563  
 28-0-T1\_input /17583009 /10523445 /2242972  
 28-0-T2\_chip /26712703 /9923667 /1983878  
 28-0-T2\_input /28904792 /17740126 /3640721

28-12-D1\_chip /19836986 /7741039 /1933067  
 28-12-D1\_input /26409009 /18659503 /9455629  
 28-12-D2\_chip /55749477 /19451899 /4832598  
 28-12-D2\_input /32348659 /22306045 /8035143  
 28-12-T1\_chip /26832625 /10166532 /2701406  
 28-12-T1\_input /58332068 /40437871 /16753774  
 28-12-T2\_chip /12018778 /5304635 /1982326  
 28-12-T2\_input /43737805 /29588249 /5323839  
 28-24-D1\_chip /43034486 /10998431 /2816169  
 28-24-D1\_input /38827694 /25425635 /6255733  
 28-24-D2\_chip /25864332 /12928045 /4236575  
 28-24-D2\_input /10423223 /6249374 /859069  
 28-24-T1\_chip /51930559 /12224128 /3404316  
 28-24-T1\_input /30417747 /19926967 /5197252  
 28-24-T2\_chip /51295521 /8974432 /1763921  
 28-24-T2\_input /27904076 /18726034 /4308180  
 60-0-D1\_chip /40520612 /13598924 /4842123  
 60-0-D1\_input /51635002 /32591497 /23404650  
 60-0-D2\_chip /21810947 /11686069 /3312274  
 60-0-D2\_input /35533036 /24196861 /17591831  
 60-0-T1\_chip /29650560 /13667454 /5055080  
 60-0-T1\_input /32927781 /20968476 /14700534  
 60-0-T2\_chip /51602607 /26347792 /8778267  
 60-0-T2\_input /57182659 /35727012 /24846334  
 60-12-D1\_chip /24347852 /15454707 /5454818  
 60-12-D1\_input /43927645 /30587086 /19791819  
 60-12-D2\_chip /19199539 /11882404 /3994269  
 60-12-D2\_input /32626063 /22801610 /14778342  
 60-12-T1\_chip /21490814 /13172338 /4809842  
 60-12-T1\_input /44057132 /26649197 /3738444  
 60-12-T2\_chip /19125615 /11438210 /4783319  
 60-12-T2\_input /44836866 /32426468 /9004895  
 60-24-D1\_chip /24763274 /11493912 /2160511  
 60-24-D1\_input /51204633 /35256683 /5048838  
 60-24-D2\_chip /36091332 /11177368 /1739023  
 60-24-D2\_input /31412395 /21057239 /3454088  
 60-24-T1\_chip /35031391 /17352300 /3143415  
 60-24-T1\_input /13921027 /9468498 /1246391  
 60-24-T2\_chip /34933182 /15795200 /2901446  
 60-24-T2\_input /12604088 /5359666 /1359975

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

### Statistical modeling & inference

Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

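The RNA-seq data cover 54 libraries from whole seedlings of Col-0, *bzip28-2* and *bzip60-2*, collected at 0, 12 and 24 h of recovery after Tm or DMSO treatment, with 3 replicates in each of 18 groups. Every library was assigned to its genotype, treatment, time-point and replicate from its label. The authors removed adapters and low-quality ends with Cutadapt, mapped the reads to TAIR10 with TopHat and Bowtie, and deposited for each library and gene the FPKM computed with Cufflinks, without a stated scaling between libraries. The sums of FPKM per library ran from 819066 to 918448, and the 10 most abundant genes took between 5.16% and 11.4% of them. The authors deposited 1 list of ChIP-seq peaks per protein and time-point, after peak calling with MACS2 against input, selection by reproducibility between replicates and removal of peaks shared with DMSO-treated seedlings. Each deposited peak carries a score, the signalValue of MACS2, and the class and identifier of the nearest gene. The gene lists of pink-sub1 and pink-sub2 were read from the supplementary data of the paper.

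Read counts were not used here. The relative depth of each library was read from the FPKM values of 2591 genes with few reads, which fall on whole multiples of a step, and it is given in the text. Because the values are FPKM, the count test with DESeq2 that the authors used could not be repeated, and all gene-wise tests were made with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a mean-variance trend and Benjamini-Hochberg adjustment. Of 34133 genes listed, 21864 had an FPKM over 1 in at least 1 library and were tested. DEGs were called between Tm and DMSO within each genotype and time-point at an adjusted p under 0.01 and an absolute log2 fold change over 1. DDEGs were called among the DEGs of any group with limma on the log2 fold change of each replicate, at an unadjusted p under 0.01. The replicate number paired Tm with DMSO libraries for these fold changes and was no term of the fit. Groups of mutants and Col-0 under the same treatment were compared in the same way as Tm and DMSO. Numbers of DEGs were compared with Fisher's exact test, gene lists with limma's fry and camera, and single values of 3 against 3 replicates with an exact permutation test, whose smallest possible p is 0.1.

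Positions, start sites and sequences were taken from the TAIR10 reference, in which 31510 of the 34133 gene identifiers were found. Peaks and genes were intersected with bedtools 2.31.1, and sequences were searched and tables made with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, figures with matplotlib 3.10.9. ERSE-I in peaks was tested against regions 2 kb to each side that overlap no peak. The elements in promoters were tested between DDEGs and other DEGs with Fisher's exact test. Network degree was computed from a signed Spearman correlation matrix of 5101 genes over 27 log2 fold changes, raised to a soft power of 18, with links at a topological overlap of at least 0.2.

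The genes named in the text are those that the paper names in its Results or Discussion and that the expression table lists, the genes of its qRT-PCR check, and for each mutant at 12 h the 3 DDEGs with the largest positive and the 3 with the largest negative difference from Col-0 among those whose replicates do not overlap. Other genes named were chosen after their values were seen, as is said where they appear. For *PHL4* no identifier was at hand, and it was left out.

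The alternatives tried were a pseudocount of 0.1, FPKM scaled between libraries by the median ratio to the geometric mean of each gene, no filter on low values (28053 genes), a mean FPKM of at least 1 (19816 genes), limma without a trend, 1 fit over all libraries, an adjusted p under 0.05, the replicate number as a block or left out, each replicate left out in turn, an unmoderated test, all genes tested, camera in place of fry with a preset correlation of 0.01, pink-sub1 without the genes of pink-sub2, Spearman correlation, all genes in the correlations, a soft power of 12, topological overlap on the listed genes alone, the peaks with the higher scores, any base of a peak near a start site, overlap of at least 50% of the shorter peak, 1 mismatch or none in the elements, whole peaks and promoters of 500 bp. After seeing the data, a filter on the 6 libraries compared, peaks of the promoter class, peaks outside repeated sequence, the whole length of peaks in repeated sequence, and scaled FPKM for the bound genes were added.

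The fits were tested on simulated data made from the means and spreads of the real genes. Of 200 genes changed among 21864, 129 were called as DEGs (64.5%) with 0 unchanged genes called, and the median estimate of a log2 change of 1.5 was 1.49. In the comparison of log2 fold changes, 92% of the changed genes had a p under 0.01, along with 239 unchanged genes where 218.6 are expected. All 800 planted matches of the elements were read correctly, 200 of 200 promoters with a planted ERSE-I were found, and 12 of 1800 others had a match by chance. In the network, 435 of 435 pairs of simulated co-expressed genes were linked and 0 of 44415 others.

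Gene Ontology terms, the detection of modules, motif discovery, the signal of ChIP-seq over time, qRT-PCR and the root measurements were not analysed here.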

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

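Of the tests below, those on repeated-sequence peaks, on the spread between replicates and on scaled FPKM for AT2G34590, *SEC31B* and *NAC103* were chosen only after the result was seen. Every p here comes from the libraries that also gave the pattern.

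Differences between genotypes in the response to Tm stand out here because the difference itself was tested, with limma on the log2 fold changes of the replicates, and had an adjusted p under 0.05. At 12 h this held for 1462 of the 5012 DEGs in *bzip28-2* against Col-0, 1635 in *bzip60-2* against Col-0 and 270 in *bzip60-2* against *bzip28-2*. At 24 h the numbers were 168, 159 and 4, and at 0 h 1, 11 and 42. By the unadjusted threshold of the paper, 1 of the 10 splits of the 6 fold changes gave as many genes in all 3 comparisons at 12 h and in both comparisons with Col-0 at 24 h, the true split itself, where 3 against 3 cannot go below a share of 0.1. At 0 h 2 of the 10 splits gave as many in each comparison (the other one 314, 142 and 432 genes), and at 24 h 2 of 10 for *bzip60-2* against *bzip28-2* (the other one 727), so the splits do not single out the true grouping for these 4 counts. At 12 h the count by that threshold fell most without replicate 1 of Col-0, from 1269 to 764 for *bzip28-2* and from 1393 to 742 for *bzip60-2*. The numbers of DEGs between Tm and DMSO were likewise reached by 1 of the 10 splits of the 6 libraries in each of the 9 groups. Every other split mixes the groups compared, so true differences lower its count.

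The larger number of DEGs in both mutants than in Col-0 at 12 h was set against 3 technical explanations. Scaling of FPKM between libraries would bring the ratios to Col-0 near 1, and with scaled FPKM the smaller of them was 1.52. A smaller spread between replicates in the mutants is argued against by the spread itself, since the median SD of a gene within groups was 0.164 in *bzip28-2* and 0.193 in *bzip60-2* against 0.137 in Col-0, ratios of 1.2 and 1.41. Differences already present in mock-treated seedlings would lie in the DMSO libraries, but at most 25.1% of the DDEGs at 12 h had their larger difference there. The relative depth of the libraries at 12 h overlapped between the genotypes, from 0.858 to 1.09 in Col-0, 0.928 to 1.13 in *bzip28-2* and 0.823 to 1.21 in *bzip60-2*. With the replicate number as a block, the count in *bzip60-2* at 12 h fell from 3107 to 1584, while that in Col-0 moved by less than 1.5 times. These 1584 are fewer than the 1960 called in Col-0 without the block. Whether an excess in *bzip60-2* remains under the block, which takes degrees of freedom, is therefore left open. What stays open is a batch that follows the genotype, which the labels do not give. No biological explanation was tested.

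As sets, pink-sub1 and pink-sub2 differed from Col-0 in 6 comparisons by limma's fry, with an adjusted p from 0.0012 to 0.0444. Pink-sub2 had a median difference of 0.59 in *bzip28-2* at 0 h (42 of 43 genes higher), −0.68 in *bzip60-2* at 0 h (42 of 43 lower) and 0.67 in *bzip28-2* at 12 h (43 of 43 higher). Pink-sub1 was at −0.79 in *bzip28-2* at 12 h (191 of 236 genes lower), −0.65 in *bzip60-2* at 12 h (202 lower) and −0.48 in *bzip28-2* at 24 h (188 lower). In each of the 6 the 3 replicates of the mutant lay on 1 side of those of Col-0 in the median of the list (exact permutation test, p = 0.1 each, the smallest that 3 against 3 allow). The call for *bzip60-2* at 12 h was lost without any 1 replicate but replicate 3 of *bzip60-2* (median difference −0.78 to −0.43), and the one for *bzip28-2* at 24 h without replicate 1 or 2 of *bzip28-2* or replicate 2 or 3 of Col-0 (−0.57 to −0.43). Scaling is not the whole cause for pink-sub1 in *bzip28-2* at 12 h, where the median difference with scaled FPKM was −0.74. The opposite direction of pink-sub1 and pink-sub2 in *bzip28-2* at 12 h also argues against a factor common to all genes. What stays open is that the study chose both lists on these same libraries, and that roots and shoots were sampled together, so that a change in the share of root tissue may move the root hair genes of pink-sub1. That share was not tested.

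Single genes named in the text stand out by limma on the difference between genotypes, with an adjusted p under 0.05 over all genes tested (*BI1* only over the DEGs, 0.0361). In *bzip28-2* against Col-0 at 12 h 3 genes of protein folding in the ER were less induced, *ERdj3B* by −1.38, *P58IPK* by −1.01 and *PDIL1-1* by −0.69, and *bZIP28* itself by −1.13, while *BI1* was more induced by 0.63 (0.56 to 0.75 without 1 replicate, with no call in any of the 6 fits) and *YIP1a* by 0.91. The ER chaperone genes *ERdj3A* (0.09, adjusted p = 0.795 from limma over the DEGs) and *BiP3* (−0.40, adjusted p = 0.583) had no call there. The root genes *COW1* (−1.24), *LRX1* (−1.43), *XTH13* (−3.06) and AT3G49960 (−2.92) were lower. Between *bzip60-2* and *bzip28-2* at 12 h, *bZIP28* differed by 1.70. *WRKY66* was higher by 1.54 in *bzip28-2* and 3.36 in *bzip60-2* at 12 h, from 0.601 FPKM in Tm-treated Col-0. *ANK* (AT5G54610) had a difference of −3.82 in *bzip60-2* at 12 h, part of which lies in the mock-treated seedlings (13.4 FPKM in *bzip60-2* against 1.47 in Col-0). AT5G40981 is listed at 0 in all libraries at 12 h but the 3 of Tm-treated *bzip28-2* (14.2 FPKM), so that the difference of 3.92 from Col-0, and of −3.92 in *bzip60-2* against *bzip28-2*, depends on the pseudocount and is no fold. The mutated gene itself is transcribed differently in a mutant line, which may reflect the insertion, and no test here tells this apart from regulation. With scaled FPKM *ERdj3B* and *BI1* in *bzip28-2* at 12 h kept their calls, at −1.27 and 0.73. For the other genes of this paragraph no single technical explanation was tested.

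*SEC31B* (AT1G18830, chromosome 1, 6489233–6494634 in TAIR10) and *NAC103* differ strongly between the mutants. At 0 h Tm-treated seedlings had 109 ± 9.88 FPKM of *SEC31B* in Col-0, 315 ± 37.2 in *bzip28-2* and 1.57 ± 0.438 in *bzip60-2* (SD, n = 3 each). The difference in log2 fold change from Col-0 was 3.82 in *bzip28-2* at 12 h, and −5.47 and −1.73 in *bzip60-2* at 0 and 12 h, and between the mutants −6.69 and −5.54 at 0 and 12 h. *NAC103* differed by 2.96 in *bzip28-2* from Col-0 at 12 h and by −4.04 between the mutants at 0 h. All of these had an adjusted p under 0.05 from limma over all genes tested. In *bzip60-2* at 12 h *NAC103* was above Col-0 too, by 0.61 (adjusted p = 0.0336 from limma over the DEGs). Scaling between libraries is argued against, since with scaled FPKM the smaller of both differences in *bzip28-2* at 12 h was 3.0. Of the 31-bp stretches of *SEC31B*, 0.112% occur elsewhere in the genome, so reads shared with a copy are not a source of this size. Both genes have a bZIP60 peak at 0 h. A candidate explanation is that bZIP60 acts more strongly or for longer where bZIP28 is lacking. The ChIP-seq lines and the mutants were different seedlings, so this was not tested, and it does not account for the higher *NAC103* in *bzip60-2* at 12 h.

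The paper reports no comparison of the RNA-seq libraries of the mutants with those of Col-0 within 1 treatment, and genes that differ there were found in larger numbers than any other split of the same libraries gave, except for *bzip60-2* in DMSO at 0 h. In mock-treated seedlings 4, 4 and 4 genes differed in *bzip28-2* at 0, 12 and 24 h by limma, and 5 and 4 in *bzip60-2* at 12 and 24 h. After Tm these were 8, 142 and 39 in *bzip28-2*, and 8, 826 and 80 in *bzip60-2*. In each of these comparisons 1 of the 10 splits of the 6 libraries gave as many genes, the true one. The other splits mix both genotypes, so true differences lower their counts. For *bzip60-2* in DMSO at 0 h, with 2 genes, 4 of the 10 splits gave as many. Without 1 library the largest counts fell, for *bzip60-2* after Tm at 12 h to 0 without its replicate 3 (8243 genes at an unadjusted p under 0.05 by limma) and for *bzip28-2* to 4 without its replicate 1 and for *bzip28-2* at 24 h to 0 without its replicate 3 (3618 genes). In DMSO the count for *bzip28-2* at 0 h fell to 1 without its replicate 2 and at 24 h to 1 without its replicate 1. The ranges of the other comparisons are given in the next part. All these counts use an adjusted p under 0.01. With 0.05 in its place, limma gave 5 genes in mock-treated *bzip28-2* at each time-point. In mock-treated *bzip60-2* it gave 63, 219 and 6 at 0, 12 and 24 h. After Tm it gave 22, 420 and 207 in *bzip28-2* and 158, 1272 and 293 in *bzip60-2*.

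Some genes differ alike in mock- and Tm-treated seedlings and at all time-points, and those named here were chosen after their values were seen. *HEI10* (AT1G53490, chromosome 1, 19963267–19966952 in TAIR10) had 18.7 FPKM in mock-treated Col-0 and 1.15 in *bzip28-2* at 0 h. The log2 difference was −3.19 (adjusted p = 0.000638 from limma) at 0 h and −2.78 (adjusted p = 0.00733) at 24 h. At 12 h it was −2.70, without a call at 0.01 (adjusted p = 0.0165 from limma). *HEI10* overlaps *MRD1* (AT1G53480), which was lower as well, so reads may be shared between both. *MRD1* had a log2 difference of −2.06 at 12 h (adjusted p = 0.00142 from limma). At 0 and 24 h it was at −2.20 and −2.30, without a call (adjusted p = 0.273 and 0.0211 from limma). AT2G25690 is listed at 0 in mock-treated *bzip28-2* and had 4.94 FPKM in Col-0 at 0 h. AT2G34590 (chromosome 2, 14568802–14571143) had 5.7 FPKM in Col-0, 74.7 in *bzip28-2* and 68.9 in *bzip60-2*, log2 differences of 3.50 (adjusted p = 9.21e-05 from limma) and 3.38 (adjusted p = 0.00108). Scaling does not remove it, since the smallest of the scaled log2 differences of both mutants in mock-treated seedlings over the 3 time-points was 3.13. Because both mutants share the direction for AT2G34590, a candidate explanation is a variant of this Col-0 stock or a background common to the mutant lines, and variants were not looked at here. For *HEI10* and AT2G25690 a second insertion or a variant of the *bzip28-2* line is as open as an effect of bZIP28. The time-points and Tm do not change these differences, and no biological explanation was tested.

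Peaks in sequence that the paper does not discuss make up part of the UPR-specific lists. Of 1143 peaks, 279 lie mostly in sequence with other copies in the genome, and 47 of them in copies of mitochondrial sequence, 44 of these on chromosome 2 between 3239119 and 3509917. No peak among the 279 has an ERSE-I match within 250 bp of its centre, nor over its whole length. If reads of other copies were placed there, peaks of both proteins would fall on the same places, and 71.9% of the bZIP28 peaks in repeated sequence overlapped a bZIP60 peak, against 40.6% of the others (odds ratio 3.75, two-sided Fisher's exact test, p = 1.3e-12). The test counts peaks as independent, although the 676 bZIP28 peaks merge into 506 regions over time. Wide peaks also overlap others more readily. With these limits, the placement of reads from repeated sequence is a candidate explanation for these peaks. Binding to repeated sequence is not excluded by this, since read alignments were not used here.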

How the results depend on the processing

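The alternatives were set before the data were examined, with some exceptions. Chosen after seeing the data were the filter on the 6 libraries compared, peaks of the promoter class and scaled FPKM for the bound genes. Peaks outside repeated sequence and the whole length of peaks in repeated sequence were also chosen then. Apart from the numbers of DEGs in each direction, 153 results were recomputed, which gave 1165 values. Of these, 786 stayed on the same side of their threshold and within 1.5 times of a count or within the spread of a value. Another 314 moved further, 18 lost and 18 gained a call at 0.05, and 29 changed sign. The numbers of DEGs in 1 direction gave 270 more values, of which 168 stayed within 1.5 times, 24 were higher and 78 lower. Unless a cause is named, the cause was not tested.

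The numbers of DEGs at 12 h stayed within 1.5 times in all 3 genotypes under every alternative without a block, except in *bzip60-2* without replicate 2 or replicate 3 of the Tm-treated seedlings. Without a filter on low values, which adds genes to the adjustment, 118 DEGs in place of 208 were called in Col-0 at 0 h, 209 in place of 332 in *bzip28-2* at 0 h, 622 in place of 1252 in *bzip28-2* at 24 h and 106 in place of 186 in *bzip60-2* at 0 h. A filter at a mean FPKM of at least 1 gave 290 in *bzip60-2* at 0 h. One fit over all libraries, which shares 1 estimate of the spread, gave 382 in Col-0, 546 in *bzip28-2* and 413 in *bzip60-2* at 0 h, and 2555 in *bzip28-2* at 24 h. An adjusted p of limma under 0.05 in place of 0.01 gave 352, 511, 358 and 2385 for the same 4 groups, and with it the ratio to the number in Col-0 went from 0.539 to 0.954 for *bzip28-2* at 24 h and from 0.894 to 1.02 for *bzip60-2* at 0 h. The filter on the 6 libraries compared gave 317 in Col-0 at 0 h, 319 in *bzip60-2* at 0 h and 2018 in *bzip28-2* at 24 h. Scaling by the median ratio moved no total by 1.5 times, but raised the DEGs lower after Tm in Col-0 at 12 h from 390 to 696, so that the share of higher ones fell from 80.1% to 64.8%. It shifted the median log2 fold change of all genes in *bzip28-2* at 24 h from 0.106 to 0, and all values of that group are to be read against this shift.

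Leaving out 1 of the 6 libraries leaves fewer samples for the test, and gave 38 to 152 DEGs in Col-0 at 0 h (lowest without replicate 3 of Tm), 67 to 170 in *bzip28-2* at 0 h (lowest without replicate 2 of DMSO), 25 to 77 in *bzip60-2* at 0 h (lowest without replicate 1 of Tm), 2055 to 2748 in *bzip60-2* at 12 h (lowest without replicate 3 of Tm) and 444 to 1789 in *bzip60-2* at 24 h (lowest without replicate 2 of Tm). For *bzip28-2* at 24 h the range was 99 to 2219, lowest without replicate 1 and highest without replicate 2 of Tm. In the other 3 groups, Col-0 at 12 and 24 h and *bzip28-2* at 12 h, no fit moved the number by 1.5 times.

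Replicate numbers are shared between the groups, but the values show little sign that they pair the libraries. Between Tm- and DMSO-treated libraries of the same number, the correlation of deviations from the group means ran from −0.28 to 0.13 over 27 pairs, over 0.1 in 5. With the replicate number as a block, 3 DEGs were called in Col-0 at 0 h, 0, 2952 and 1 in *bzip28-2* at 0, 12 and 24 h, and 0, 1584 and 263 in *bzip60-2*. Where 0 were called, 5278 genes in *bzip28-2* and 3513 in *bzip60-2* had an unadjusted p under 0.05 by limma. Under the same block 0 genes were called in any of the 12 comparisons of a mutant with Col-0 under 1 treatment, where 1372 to 10093 genes had an unadjusted p under 0.05 by limma. The block takes degrees of freedom from 6 libraries, and a call lost under it is not a sign of a smaller effect.

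The numbers of DDEGs stayed within 1.5 times under a pseudocount of 0.1, scaled FPKM, no filter, a mean FPKM of at least 1 and limma without a trend. With all genes tested in place of the DEGs, more genes are tested at the same p, and 218.6 would pass by chance. At 0 h the numbers of DDEGs were then 305 in place of 119, 239 in place of 106 and 551 in place of 173. The order is *bzip28-2* against Col-0, *bzip60-2* against Col-0 and *bzip60-2* against *bzip28-2*. For *bzip28-2* against Col-0 at 12 h the number was 1961 in place of 1269. At 24 h the numbers of DDEGs were 1041 in place of 447, 999 in place of 496 and 370 in place of 117. At an adjusted p of limma under 0.05 in place of the unadjusted threshold they were 1, 11 and 42 at 0 h, 270 for *bzip60-2* against *bzip28-2* at 12 h in place of 479, and 168, 159 and 4 at 24 h. DDEGs shared by both mutants then numbered 0 in place of 24 at 0 h, where the 24 rest on the unadjusted p, and 37 in place of 136 at 24 h. The unmoderated test, with fewer degrees of freedom, gave 302 for *bzip60-2* against *bzip28-2* at 12 h and 273 and 313 for the comparisons of *bzip28-2* and *bzip60-2* with Col-0 at 24 h. With Tm and DMSO libraries left unpaired, limma gave 190 for *bzip60-2* against *bzip28-2* at 24 h.

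Without 1 of the 6 replicates, DDEGs of *bzip28-2* against Col-0 numbered 60 (without replicate 2 of *bzip28-2*) to 251 (without its replicate 1) at 0 h, 764 (without replicate 1 of Col-0) to 1114 at 12 h and 205 (without replicate 3 of Col-0) to 613 (without replicate 2 of *bzip28-2*) at 24 h. Those of *bzip60-2* against Col-0 numbered 60 (without replicate 1 of *bzip60-2*) to 125 at 0 h, 742 (without replicate 1 of Col-0) to 1563 at 12 h and 249 (without replicate 3 of *bzip60-2*) to 818 (without its replicate 1) at 24 h. Between the mutants they numbered 115 (without replicate 3 of *bzip60-2*) to 190 at 0 h, 325 to 528 at 12 h and 46 (without replicate 3 of *bzip60-2*) to 324 (without replicate 2 of *bzip28-2*) at 24 h.

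Among the UPR markers, *ERdj3B* in *bzip28-2* at 12 h was the only difference from Col-0 with an adjusted p of limma under 0.05 in all settings (0.000116 to 0.0153). With Tm and DMSO libraries left unpaired, *BiP3* in *bzip60-2* at 12 h (difference 1.27) had an adjusted p = 0.000351 from limma, where all settings ran up to 0.482. Likewise unpaired, *ERdj3B* in *bzip28-2* at 0 and 24 h (−1.15 and −1.31) had adjusted p = 0.0122 and 0.0207 from limma, where all settings ran up to 0.471 and 0.313. *BI1* in *bzip28-2* at 12 h (0.63) lost its call at a pseudocount of 0.1 (0.63, adjusted p = 0.0653 from limma) and in each of the 6 fits without 1 replicate (0.56 to 0.75, adjusted p from 0.0533 to 0.109 by limma, all settings from 0.0179). Every change of sign of these markers was between values with an adjusted p of at least 0.489 by limma. *BiP3* in *bzip60-2* at 24 h went from −0.11 to 0.35 with a pseudocount of 0.1 and ran from −0.241 to 0.066 without 1 replicate (positive without replicate 2 of *bzip60-2* or replicate 3 of Col-0). With scaled FPKM, *ERdj3B* in *bzip60-2* at 12 h went from −0.01 to 0.10 and *BI1* in *bzip60-2* at 24 h from 0.013 to −0.024. Without 1 replicate, *ERdj3B* in *bzip60-2* ran from −0.045 to 0.021 at 12 h (positive without replicate 2 of either genotype) and from −0.364 to 0.032 at 24 h (positive without replicate 2 of *bzip60-2*). *BI1* ran from −0.22 to 0.16 in *bzip28-2* at 0 h (negative without replicate 3 of *bzip28-2* or replicate 2 or 3 of Col-0), from −0.011 to 0.762 in *bzip28-2* at 24 h (negative without replicate 2 of Col-0) and from −0.28 to 0.22 in *bzip60-2* at 24 h (negative without replicate 1 of *bzip60-2* or replicate 2 of Col-0).

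For pink-sub1 a pseudocount of 0.1, which widens log2 fold changes of genes with low FPKM, moved the median log2 fold change from −0.49 to −0.75 in Col-0 at 0 h, from −0.48, −0.85 and −0.64 to −0.75, −1.55 and −1.08 in *bzip28-2*, and from −0.55 and −0.74 to −0.82 and −1.13 in *bzip60-2* at 0 and 12 h. For pink-sub2 it moved 1.12 and 0.65 to 1.40 and 0.84 in Col-0 at 0 and 12 h, 1.63 and 1.28 to 2.22 and 1.67 in *bzip28-2*, and 0.35 to 0.45 in *bzip60-2* at 0 h. Scaled FPKM moved pink-sub1 to −0.24 in Col-0 at 12 h and −0.70 in *bzip28-2* at 24 h, and pink-sub2 to 0.48 in Col-0 at 12 h and 0.19 in *bzip60-2* at 24 h. Without the genes of pink-sub2, pink-sub1 was at −1.06 and −0.75 in *bzip28-2* at 12 and 24 h. No median changed sign under any of these settings, and leaving out 1 replicate moved none beyond the spread.

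The difference of pink-sub1 from Col-0 in *bzip60-2* at 12 h (−0.65) lost its call by limma's fry with scaled FPKM (−0.57, adjusted p = 0.0578 from limma) and in 5 of 6 fits without 1 replicate, all but the one without replicate 3 of *bzip60-2* (range −0.78 to −0.43). In *bzip28-2* at 24 h it lost its call in 4 of 6 fits, without replicate 1 or 2 of *bzip28-2* or replicate 2 or 3 of Col-0 (range −0.57 to −0.43). Both have an adjusted p up to 0.14 and 0.0678 over all settings, with camera, which assumes a small correlation between genes, the lowest. With camera 5 more differences passed, of pink-sub1 in *bzip28-2* at 0 h (0.05) and in *bzip60-2* at 0 h (−0.11) and 24 h (−0.092), and of pink-sub2 in *bzip60-2* at 12 h (0.17) and *bzip28-2* at 24 h (0.32). With scaled FPKM pink-sub2 in *bzip60-2* at 12 h passed by fry (0.28, adjusted p = 0.0106 from limma, all settings from 0.000772 to 0.359). Pink-sub2 in *bzip28-2* at 24 h passed without replicate 2 of *bzip28-2* (0.44, range 0.17 to 0.44). The sign of pink-sub1 in *bzip28-2* at 0 h turned from 0.05 to −0.004 without the genes of pink-sub2, and to −0.019 without replicate 3 of *bzip28-2* (range −0.019 to 0.169). In *bzip60-2* at 24 h, pink-sub1 ran from −0.155 to 0.029 (positive without replicate 1 of *bzip60-2*) and pink-sub2 from −0.07 to 0.012 (positive without replicate 1 or 3 of Col-0). The calls of pink-sub1 in *bzip28-2* at 12 h and of pink-sub2 in *bzip28-2* at 0 and 12 h and in *bzip60-2* at 0 h held in all settings, with a highest adjusted p of limma between 0.0111 and 0.0191.

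The response of bound genes had no median difference with a call by limma's fry, and the sign or the call moved with the setting. With the start site within 1 kb of a peak in the higher-scoring part of each list, 6 sets passed: bZIP28-only in *bzip28-2* at 0 h (−0.21 in place of −0.03) and 12 h (−0.26 in place of −0.06), bZIP60-only in *bzip60-2* at 0 h (−0.14 in place of −0.03) and in *bzip28-2* at 12 h (0.22 in place of 0.09), and genes bound by both in *bzip60-2* at 0 h (−0.15 in place of −0.12) and in *bzip28-2* at 12 h (−0.071 in place of −0.055), with an adjusted p between 0.00129 and 0.0211 by limma. The adjusted p of these sets over both settings ran up to 0.55. With this setting the signs of bZIP28-only genes (−0.055 to 0.008) and of genes bound by both (−0.006 to 0.014) turned in *bzip60-2* at 12 h. With scaled FPKM the bZIP60-only genes in *bzip28-2* at 12 h passed (0.17, adjusted p = 0.00703 from limma, from 0.00129 over both settings). The signs turned for bZIP28-only (0.058) and bZIP60-only genes (0.037) in *bzip60-2* at 0 h, and at 12 h for bZIP28-only (0.02) and genes bound by both (0.031) in *bzip28-2* and for the same sets in *bzip60-2* (0.027 and 0.098).

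Numbers of genes that differ between a mutant and Col-0 under 1 treatment moved under most settings. In DMSO, no filter gave 2 in place of 4 for *bzip28-2* at 0 h and at 24 h, and for *bzip60-2* 1 in place of 5 at 12 h and 2 in place of 4 at 24 h. A mean FPKM of at least 1 gave 8 for *bzip28-2* at 12 h, and 9 in place of 2 and 66 in place of 5 for *bzip60-2* at 0 and 12 h. A pseudocount of 0.1 gave 8 and 13 there, and limma without a trend 3 at 12 h and 2 at 24 h. Scaled FPKM gave 2 for *bzip60-2* in DMSO at 12 h, and after Tm 44 in place of 142 and 469 in place of 826 for *bzip28-2* and *bzip60-2* at 12 h. After Tm, no filter gave 28 and 6 in place of 142 and 39 for *bzip28-2* at 12 and 24 h, and 4, 362 and 33 in place of 8, 826 and 80 for *bzip60-2* at 0, 12 and 24 h. There a mean FPKM of at least 1 gave 17, 271 and 107 for *bzip28-2*, and 39 and 173 for *bzip60-2* at 0 and 24 h.

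Without 1 library, the number for *bzip28-2* ran in DMSO from 1 (without replicate 2 of *bzip28-2*) to 5 at 0 h, from 4 to 7 (without replicate 3 of *bzip28-2*) at 12 h and from 1 (without replicate 1 of *bzip28-2*) to 7 (without replicate 2 of Col-0) at 24 h, and after Tm from 2 (without replicate 1 of *bzip28-2*) to 7, from 4 (without replicate 1 of *bzip28-2*) to 46 and from 0 (without replicate 3 of *bzip28-2*, 3618 genes at an unadjusted p under 0.05 by limma) to 16. For *bzip60-2* it ran in DMSO from 0 (without replicate 2 of *bzip60-2* or replicate 2 or 3 of Col-0, 3351 to 3638 genes at an unadjusted p under 0.05 by limma) to 5, from 0 (without replicate 3 of *bzip60-2*, 4928 genes) to 3 and from 2 (without replicate 1 of *bzip60-2*) to 4, and after Tm from 0 (without replicate 1 of *bzip60-2*, 3767 genes) to 8, from 0 (without replicate 3 of *bzip60-2*, 8243 genes) to 718 and from 4 (without replicate 2 of *bzip60-2*) to 14.

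Taking all genes, which adds genes at 0 in every library, moved the correlations within groups from a median of 0.982 and a lowest of 0.965 to 0.991 and 0.984, and those between groups from 0.934 and 0.849 to 0.968 and 0.924. Spearman's correlation left all 4 within the spread. For the peaks, the higher-scoring part of each list holds by construction 65, 46 and 227 bZIP28 peaks and 125, 24 and 85 bZIP60 peaks at 0, 12 and 24 h. It left 177 of 328 bZIP28 peaks that overlap a bZIP60 peak and 92 of 162 shared genes. Without peaks in repeated sequence 203 of the 328 were left. Counting any base within 1 kb of a start site gave 66.0% in place of 58.7% of bZIP28 peaks and 76.2% in place of 61.5% of bZIP60 peaks. ERSE-I stayed enriched in the peaks of both proteins under all 4 alternatives. In promoters, exact matches alone made ERSE-I less frequent in the bZIP60-dependent DDEGs at 12 h with a call (−1.66 percentage points, Fisher's exact test, adjusted p = 0.00242, and 1 with 500 bp upstream), and with 500 bp upstream the difference for bZIP28-dependent DDEGs at 12 h turned from −0.641 to 0.415 percentage points. In the network, overlap over the list genes alone moved the rank of *COW1* from 9.75% to 14.4% and of *LRX1* from 4.24% to 2.12%, and a soft power of 12 moved *LRX1* to 14.0%. *NAC103* stayed at rank 1, while *YIP1a* went from 32.6% (no link) to 20.9% with overlap over the list genes alone and to 34.9% at a soft power of 12.

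The depth of the libraries is known only in relative terms, and each ChIP-seq list stands for its replicates together, so no peak list was recomputed without a replicate.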

Differences from the paper's values

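The tests of the paper could not all be repeated, because the numbers of DEGs there come from read counts and DESeq2 and those here from FPKM and limma. Settings are named below where the value came within 1.5 times of the paper's, or within the spread for signed values. Only the filter on the 6 libraries compared was chosen after the result was seen.

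DEGs in Col-0 at 0 h were 208 here and 576 in the paper, and none of the alternatives set before the data were examined closed the gap. DEGs in *bzip28-2* at 0 h were 332 here and 629 in the paper, and 1 fit over all libraries (546) and an adjusted p under 0.05 in place of 0.01 (511) closed the gap, while the other alternatives set before the data were examined did not. The filter on the 6 libraries compared, chosen after seeing the values, gave 443. DEGs in *bzip28-2* at 24 h were 1252 here and 3162 in the paper, closed by 1 fit over all libraries (2555), the threshold of 0.05 (2385) and the fit without replicate 2 of the Tm-treated seedlings (2219), and by no other alternative set before the data were examined. DEGs in *bzip60-2* at 0 h were 186 here and 552 in the paper, closed only by 1 fit over all libraries (413), and at 24 h 1385 here and 2316 in the paper, closed by a pseudocount of 0.1 (1635), 1 fit over all libraries (1805), the threshold of 0.05 (1761) and the fit without replicate 2 of the DMSO-treated seedlings (1789), and by no other alternative set before the data were examined. The filter on the 6 libraries compared, chosen after seeing the values, gave 1581 there.

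Of the DEGs higher after Tm, 137 were counted in Col-0 at 0 h against 243 in the paper's source data. A mean FPKM of at least 1 (167), 1 fit over all libraries (204) and the threshold of 0.05 (197) closed this gap, the other alternatives set before the data were examined did not, and the filter on the 6 libraries compared, chosen after seeing the values, gave 182. In *bzip28-2* at 0 h 205 were higher against the paper's 329, closed by the same 3 alternatives (225, 289 and 278) and by no other set before the data were examined, with 246 from the filter chosen after seeing the values. In *bzip28-2* at 24 h 859 were higher against the paper's 1520, closed by the same 3 (1221, 1546 and 1505) and without replicate 2 of the Tm-treated seedlings (1516), and by no other alternative set before the data were examined, with 1357 from the filter chosen after seeing the values. In *bzip60-2* at 0 h 112 were higher against the paper's 245, closed by 1 fit over all libraries (190) and the threshold of 0.05 (168) and by no other alternative set before the data were examined.

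Of the DEGs lower after Tm, 71 were counted in Col-0 at 0 h against the paper's 333, 393 in *bzip28-2* at 24 h against the paper's 1642 and 213 in *bzip60-2* at 24 h against the paper's 926, and none of the alternatives set before the data were examined closed these gaps. In Col-0 at 12 h 390 were lower against the paper's 869, closed only by scaled FPKM (696) among the alternatives set before the data were examined. In Col-0 at 24 h 705 were lower against the paper's 1160, closed by a pseudocount of 0.1 (845), scaled FPKM (869), 1 fit over all libraries (799), the threshold of 0.05 (810) and the fit without replicate 2 of the Tm-treated seedlings (803), not by the others set before the data were examined, and the filter on the 6 libraries compared, chosen after seeing the values, gave 784. In *bzip28-2* at 0 h 127 were lower against the paper's 300, closed by 1 fit over all libraries (257) and the threshold of 0.05 (233), and at 12 h 1260 against the paper's 2079, closed by a pseudocount of 0.1 (1574) and scaled FPKM (1517), in both cases by no other alternative set before the data were examined. In *bzip60-2* at 0 h 74 were lower against the paper's 307, closed only by 1 fit over all libraries (223), and at 12 h 1340 against the paper's 2350, closed by 1 fit over all libraries (1652) and the threshold of 0.05 (1629) among the alternatives set before the data were examined, and by the filter on the 6 libraries compared, chosen after seeing the values (1576).

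The share of DEGs called only in 1 mutant was 9.76% for *bzip28-2* and 12.2% for *bzip60-2*. The paper gives 6% to 7% without naming the mutant, and no alternative was run for this share. Fisher's exact test on the number of DEGs against Col-0 gave p = 9.28e-71 for *bzip28-2* and 3.29e-66 for *bzip60-2* at 12 h against the paper's 1.3e-10 and 3.2e-10, and at 24 h p = 1.17e-78 and 1.48e-58 against the paper's 6.7e-15 and 6.6e-15, by Fisher's exact test over all genes tested. The threshold of 0.05, the alternative set before the data were examined for it, closed none of these gaps.

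DDEGs of *bzip28-2* against Col-0 at 0 h were 119 here, 59 in the paper's source data and 50 in its text. The fits without replicate 2 (60) or 3 (71) of *bzip28-2* or replicate 1 (62) of Col-0 come within 1.5 times of both and the one without replicate 3 of Col-0 (83) of the 59, and no other alternative set before the data were examined does. For *bzip60-2* against Col-0 at 0 h 106 were counted here, 62 in the paper's source data and 52 in its text. Without replicate 1 of *bzip60-2* (60) or replicate 3 of Col-0 (71) the number is within 1.5 times of both, with scaled FPKM (82), a mean FPKM of at least 1 (92), or without replicate 1 (79) or 2 (92) of Col-0 within 1.5 times of the 62, and with no other alternative set before the data were examined.

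At 12 h DDEGs of *bzip28-2* against Col-0 were 1269 here and 645 in the paper's source data, closed by the unmoderated test (896) and without replicate 2 of *bzip28-2* (902) or replicate 1 (764) or 2 (923) of Col-0. Those of *bzip60-2* against Col-0 were 1393 here and 653 in the paper's source data, closed by the unmoderated test (948) and without replicate 1 (742), 2 (830) or 3 (962) of Col-0. Between the mutants they were 479 here and 201 in the paper's source data, closed by an adjusted p under 0.05 (270). No other alternative set before the data were examined closed these 3 gaps.

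At 24 h DDEGs of *bzip28-2* against Col-0 were 447 here and 216 in the paper's source data, closed by the unmoderated test (273), an adjusted p under 0.05 (168), and without replicate 1 of *bzip28-2* (293) or replicate 1 (307), 2 (263) or 3 (205) of Col-0. Those of *bzip60-2* against Col-0 were 496 here and 218 in the paper's source data, closed by the unmoderated test (313), an adjusted p under 0.05 (159), and without replicate 3 of *bzip60-2* (249) or replicate 1 (299) or 3 (251) of Col-0. Between the mutants they were 117 here and 64 in the paper's source data, closed by the unmoderated test (95) and without replicate 2 (72) or 3 (46) of *bzip60-2* or replicate 1 of *bzip28-2* (69). The remaining alternatives set before the data were examined closed none of these gaps. Over all time-points, 1583, 1820 and 704 genes were DDEGs here in the comparisons of *bzip28-2* with Col-0, *bzip60-2* with Col-0 and *bzip60-2* with *bzip28-2*, against 875, 904 and 362 in the paper, and no alternative was run for these unions.

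The overlap of bound genes had a hypergeometric one-sided exact p = 2.39e-224 here and 7.7e-203 in the paper, which the alternative set before the data were examined did not close. Of pink-sub1, 13 genes were bound by bZIP60 here and 1 in the paper, and without the genes of pink-sub2, an alternative set before the data were examined, 1 was bound. The rank in the network was 9.75% for *COW1* against the paper's 4.0% and 2.33% for *NAC103* against the paper's 9.3%, which neither alternative set before the data were examined closed. *COW1* had no link here, like 213 other genes, so that its rank is the upper edge of a tie, and ordered by summed overlap it was at 4.24%, within 1.5 times of the paper's 4.0%, and *NAC103* at 2.33%. For *LRX1* it was 4.24% against the paper's 1.6%, closed by overlap over the list genes alone (2.12%) and not by a soft power of 12, and by summed overlap it was at 6.36%.

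For elements in promoters, values are given as −log10 of the adjusted p, from the shuffled-sequence test in the paper and from Fisher's exact test of DDEGs against other DEGs here. Both tests ask different questions, since an element frequent in all DEGs can pass the former and not the latter. Comparisons are in the order *bzip28-2* with Col-0, *bzip60-2* with Col-0 and *bzip60-2* with *bzip28-2*. UPRE-I at 0 h was at 0.0, 0.0 and 0.0773 here against the paper's 1.03, 2.08 and 4.07, at 12 h at 0.0, 0.0 and 0.0 against the paper's 3.02, 2.72 and 5.14, and at 24 h at 0.0, 0.0 and 0.0773 against the paper's 1.63, 6.24 and 0.796. Neither alternative set before the data were examined closed any of these 9 gaps. ERSE-I at 0 h was at 4.34 and 4.39 here in the comparisons of *bzip60-2* with Col-0 and with *bzip28-2*, against the paper's 1.25 and 2.74, and exact matches alone (4.06) closed the gap of the latter. At 12 h it was at 0.0, 0.0773 and 0.0773 here against the paper's 3.84, 1.98 and 1.74, where exact matches alone closed the gap for *bzip60-2* with Col-0 (2.62), though with ERSE-I less frequent in the DDEGs. At 24 h it was at 0.0, 0.0 and 0.0773 here against the paper's 1.65, 0.575 and 2.43. The remaining gaps for ERSE-I were closed by neither alternative set before the data were examined.

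The lowest correlation of libraries within a group was 0.965 here and 0.979 in the paper's source data, closed by taking all genes (0.984). The source data cover 49 libraries with 48 pairs within a group and the values here all 54 libraries, so both come from different sets. Between groups the median was 0.934 against the paper's 0.962 and the lowest 0.849 against the paper's 0.909, which no alternative set before the data were examined closed. In the source data of Supplementary Fig. 2b, the log2 fold change of *bZIP28* is 0.80 in the paper and 0.088 here for *bzip28-2* at 0 h, 1.26 in the paper and 1.82 here for *bzip60-2* at 12 h, 1.82 in the paper and 1.26 here for Col-0 at 12 h, and 1.16 in the paper and 0.22 here for *bzip28-2* at 24 h. For *bZIP60* it is 3.09 in the paper and 2.17 here for *bzip60-2* at 12 h, 3.61 in the paper and 3.08 here for Col-0 at 12 h, and 2.68 in the paper and 1.90 here for *bzip60-2* at 24 h. The alternatives set before the data were examined did not close these 7 gaps. Each paper value equals, within 0.05, the value here of another genotype at the same time-point.

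The paper describes more DEGs in *bzip28-2* than in Col-0 at 24 h, while the ratio was 0.539 here. Among the settings that change the calls in both genotypes, it was above 1 only with 1 fit over all libraries, with 2555 DEGs in *bzip28-2* and 2488 in Col-0. Without any p, the genes past a log2 fold change of 1 were 2722 in *bzip28-2* and 2647 in Col-0. The paper describes UPRE-I as enriched in the promoters of DDEGs, by a test against shuffled sequence. Against the other DEGs, UPRE-I was not enriched here in any comparison (lowest adjusted p = 0.837, Fisher's exact test). ERSE-I was enriched against them at 0 h and not at 12 or 24 h. An element frequent in all DEGs could pass the paper's test and not this one, so these results do not contradict the paper. *YIP1a* is the gene with the highest degree of pink-sub2 in the paper, while it had rank 14 of 43 here and *NAC103* had rank 1, and with overlap over the list genes alone *YIP1a* had rank 9. The induction of *ERdj3B* in *bzip28-2* at 24 h was not called here (log2 fold change 1.36, adjusted p = 0.0141 from limma). It was called at the threshold of 0.05, with a mean FPKM of at least 1 (adjusted p = 0.00618 from limma), with 1 fit over all libraries (adjusted p = 5.1e-11 from limma), without replicate 2 of the Tm-treated seedlings (adjusted p = 0.00402 from limma), and with the filter on the 6 libraries compared, chosen after seeing the values (adjusted p = 0.00443 from limma), where all settings ran up to 0.0653.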

Other observations

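Of the tests below, those on the depth of the library, on *HEI10* and AT2G25690 in it and on the edges of the peak at the *bZIP60* locus were chosen only after the result was seen.

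Replicate 2 of Tm-treated *bzip28-2* at 24 h shows a weaker response than the others. Among the DEGs of Col-0 at that time-point, its change in FPKM from the DMSO mean had a median share of 0.463 of the change in the other replicates of its group for raised genes and 0.583 for lowered genes. In the other 26 Tm-treated libraries the lowest share of raised genes was 0.735. *ERdj3B* rose there by 0.68, against 1.46 and 1.93 in replicates 1 and 3. The number of DEGs in this group was 2219 without it and 1252 with it. A low sequencing depth is argued against, since its relative depth was 0.991 and that of the other 53 libraries ran from 0.823 to 1.26. A whole library of another genotype is argued against by *HEI10*, at 1.25 FPKM in it and at 13.4 FPKM or more in all Tm-treated libraries of Col-0 and *bzip60-2* at 24 h, and by AT2G25690, listed at 0 in it and at 5.58 FPKM or more in those. Other values are mixed. Of 55 genes that differed between Tm-treated *bzip28-2* and Col-0 at 0 and 12 h, 47.3% were closer to *bzip28-2* in it, against 69.1% and 83.6% in replicates 1 and 3, and of 83 that differed from *bzip60-2* 63.9%, against 71.1% and 65.1%. Its correlation was 0.977 on average with pairs of Tm-treated *bzip60-2* libraries and 0.9751 with the other pair of its own group. These values leave open why it departs from its group. RNA of mock-treated seedlings mixed into the sample would lower both shares alike. They differed by −0.121, just past the limit of 0.1 set for the test and within the range of the other 26 replicates (−0.212 to 0.266), so that such a mixture and a weaker response of these seedlings cannot be told apart.

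The genes bound by bZIP60 only had a higher response in *bzip28-2* than in Col-0 at 0 h, with a median difference of 0.19 over 171 genes, 41 of them lower. The replicates of both genotypes do not overlap in this median (exact permutation test, p = 0.1, the smallest possible). Set against other genes with limma's camera the adjusted p was 1.06e-07, while limma's fry, which allows for correlation between the genes, gave an adjusted p of 0.158, so that no call holds under both. Scaling between libraries is argued against, with a median difference of 0.189 with scaled FPKM. A candidate explanation is a stronger action of bZIP60 in *bzip28-2*, which binding in other seedlings cannot decide.

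Wide bZIP60 peaks cover the *bZIP60* gene itself at all 3 time-points, at 16135681–16139117, 16135696–16139106 and 16135674–16139123 on chromosome 1 of TAIR10. The ChIP-seq line carries *GFP-bZIP60* behind its own promoter. Reads from the transgene would end at the borders of the cloned fragment, at the same place at each time-point. Of the peaks found at 0 and 24 h, the edges differed by at most 7 bp at this locus and by a median of 280 bp at the 56 others, of which 0 (0.0%) lay as close. Reads of the transgene are therefore a candidate explanation for this peak. Against it, the input and the DMSO-treated samples used to call and filter peaks carry the transgene too. In the line with tagged bZIP28, peaks also lie within this stretch, at 16137551–16137911 at 0 h and 16137409–16137911 at 24 h. Binding of bZIP60 to its own gene was not tested apart from reads of the transgene.

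AT3G44006, chosen after its values were seen, had 15.1 FPKM in mock-treated Col-0 at 0 h and is listed at 0 in all mock-treated libraries of both mutants except 1 of *bzip60-2* at 0 h. Genes that differed between mock-treated mutants and Col-0 in both mutants numbered 1, 2 and 2 at 0, 12 and 24 h, all in the same direction.

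Of the other genes with the largest differences from Col-0 at 12 h, AT2G38240 differed by 4.31 in *bzip28-2* (adjusted p = 0.00547 from limma over the DEGs). It had 54.8 FPKM there after Tm against 2.99 in Col-0, where its replicates ran from 0.328 to 6.72. In *bzip60-2* it differed by 4.21 as well (adjusted p = 0.00667 from limma over the DEGs), and between the mutants by −0.10. AT5G63270 differed by −2.92 in *bzip28-2* (adjusted p = 0.0089 from limma). In *bzip60-2* *SNOR105* differed by 5.34 (adjusted p = 0.00736 from limma), *PCC1* by −5.75 and *LURP1* by −4.45 (adjusted p = 0.0128 each). None of the 5 had an adjusted p under 0.05 when adjusted over all genes tested.

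Among other genes that the paper names, *MYB96* had a log2 fold change of −1.03 in *bzip60-2* at 12 h (adjusted p = 0.00595 from limma), a difference of −1.02 from Col-0 (adjusted p = 0.0194 from limma over the DEGs). *WRKY75* rose by 2.63 and 4.19 in Col-0 at 12 and 24 h, by 3.88 and 3.04 in *bzip28-2* and by 4.03 and 3.33 in *bzip60-2*, and at 12 h it differed from Col-0 by 1.25 (adjusted p = 0.0187 from limma over the DEGs) and 1.39 (adjusted p = 0.0168). *IDD11* and AT3G58630 were no DEGs in any group.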
